# Population- and Sex-Biased Gene Expression in the Excretion Organs of *Drosophila melanogaster*

**DOI:** 10.1534/g3.114.013417

**Published:** 2014-09-22

**Authors:** Ann Kathrin Huylmans, John Parsch

**Keywords:** malpighian tubule, transcriptome, sexual dimorphism, adaptation, RNA-seq

## Abstract

Within species, levels of gene expression typically vary greatly between tissues, sexes, individuals, and populations. To investigate gene expression variation between sexes and populations in a single somatic tissue, we performed a quantitative analysis of the Malpighian tubule transcriptome in adult males and females of *Drosophila melanogaster* derived from two distinct populations (one from sub-Saharan Africa and one from northern Europe). We identified 2308 genes that differed in expression between the sexes and 2474 genes that differed in expression between populations at a false discovery rate of 5%. We also identified more than 1000 genes that showed a sex-by-population interaction in their expression. The genes that differed in expression between sexes showed enrichment for a wide variety of functions, although only 55% of them overlapped with sex-biased genes identified in whole-fly studies. The genes expressed differentially between populations included several that were previously implicated in adaptive regulatory evolution, an excess of cytochrome P450 genes, and many genes that were not detected in previous studies of whole flies. Our results demonstrate that there is abundant intraspecific gene expression variation within in a single, somatic tissue and uncover new candidates for adaptive regulatory evolution between populations.

During the past 15 years, large-scale analyses of gene expression using microarrays or high-throughput RNA sequencing (RNA-seq) have revealed that there are abundant gene expression differences between tissues, developmental stages, sexes, individuals, and populations (Cavalieri *et al.* 2000; Jin *et al.* 2001; Arbeitman *et al.* 2002; Meiklejohn *et al.* 2003; Parisi *et al.* 2003; Ranz *et al.* 2003; Townsend *et al.* 2003; Chintapalli *et al.* 2007; Hutter *et al.* 2008; Brawand *et al.* 2011; Müller *et al.* 2011). In the model species *Drosophila melanogaster*, most previous studies of sex- or population-biased gene expression have focused on whole flies, body segments, or reproductive organs (Jin *et al.* 2001; Parisi *et al.* 2003; Ranz *et al.* 2003; Hutter *et al.* 2008; Müller *et al.* 2011; Meisel *et al.* 2012). Such studies provide a general overview of genes with broad expression or high expression in particular tissues. However, they lack the power to detect variation in weakly expressed, tissue-specific genes or genes that show opposing changes in expression between tissues. For these reasons, the analysis of specific tissues may uncover differences in gene expression that are overlooked in other studies (Catalán *et al.* 2012; Chintapalli *et al.* 2012; Johnson *et al.* 2013).

In the current study, we use RNA-seq to investigate gene expression variation in Malpighian tubules, which have a function analogous to that of human kidneys. The Malpighian tubules play a key role in osmoregulation and the excretion of waste products (Dow and Davies 2001; Wang *et al.* 2004). They are also important for the detoxification of xenobiotics, including insecticides (Torrie *et al.* 2004; Yang *et al.* 2007; Chahine and O’Donnell 2011). From an evolutionary and population genetics perspective, the Malpighian tubules of *D*. *melanogaster* are of interest because they are the major tissue of expression of several genes that show evidence for adaptive expression divergence between populations from the ancestral species range (sub-Saharan Africa) and those from derived, non-African habitats. For example, the cytochrome P450 gene *Cyp6g1*, which shows a large expression difference between African and European flies and confers insecticide resistance when overexpressed (Daborn *et al.* 2002; Hutter *et al.* 2008; Müller *et al.* 2011), displays its greatest expression in Malpighian tubules (Chintapalli *et al.* 2007). Similarly, the choline kinase gene *CG10560*, which is part of the four-gene *CHKov1* cluster that differs in expression between European and African flies and also has been implicated in insecticide resistance (Aminetzach *et al.* 2005; Catalán *et al.* 2012), has highly enriched expression in the Malpighian tubules (Chintapalli *et al.* 2007). Finally, the choline dehydrogenase gene *CG9505*, which shows evidence for an adaptive increase in expression in populations outside of sub-Saharan Africa (Saminadin-Peter *et al.* 2012; Glaser-Schmitt *et al.* 2013), has its greatest expression levels in the Malpighian tubules (Chintapalli *et al.* 2007).

Because *D*. *melanogaster* originated in sub-Saharan Africa and spread to other worldwide habitats only within the past 15,000 years (Li and Stephan 2006; Laurent *et al.* 2011; Duchen *et al.* 2013), the aforementioned findings suggest that gene regulatory changes in the Malpighian tubules might be particularly important during adaptation to new environments. To characterize population differentiation in gene expression, specifically in the Malpighian tubules, we sequenced the transcriptomes of flies derived from two populations, one from sub-Saharan Africa (Zimbabwe) and one from Europe (the Netherlands). Because gene expression often differs greatly between the sexes (Ellegren and Parsch 2007; Parsch and Ellegren 2013), we examined males and females separately. Overall, we find that there is a high amount of differential expression between sexes (2308 genes) and populations (2474 genes). The genes that differ in expression between populations include some of the candidates for adaptive regulatory evolution detected in previous studies using whole flies (*Cyp6g1*, *CG10560*, and *CG9509*), as well as many new genes that were not detected previously. Although most of the differentially expressed genes were consistent between sexes and populations, there were 615 genes that showed sex-biased expression in only one population and 557 genes that showed population-biased expression in only one sex. These findings indicate that there is abundant intraspecific gene expression variation within in a single, somatic tissue.

## Materials and Methods

### Fly strains and tissue preparation

Fly strains and rearing conditions were the same as those described in Catalán *et al.* (2012). In brief, we used 11 isofemale lines from sub-Saharan Africa (Lake Kariba, Zimbabwe) and 12 isofemale lines from Europe (Leiden, the Netherlands). All lines were maintained under common conditions (22°, cornmeal-molasses medium, light:dark cycle of 14 hr:10 hr) for more than 10 generations before RNA extraction.

Malpighian tubule dissections were performed on adult flies (4–6 d old) after anesthetizing them with CO_2_. At this age, expression profiles of Malpighian tubules have been shown to be stable in *D. melanogaster* (Wang *et al.* 2004). Dissections were done in 1× phosphate-buffered saline. The Malpighian tubules were cut at the lower ureter, and the part of the gut connecting the left and right tubule was not included. Dissected tissue was stored in RNAlater (QIAGEN, Hilden, Germany) and frozen at –80° until RNA extraction. To generate RNA pools representative of each population, six pairs of tubules from each of the 11 African lines (or five pairs from each of the 12 European lines) were combined for RNA extraction. The entire procedure was performed twice for each population and separately for males and females, resulting in a total of eight samples (two biological replicates of each population and sex). An overview of the experimental design is shown in Figure 1.

**Figure 1:**
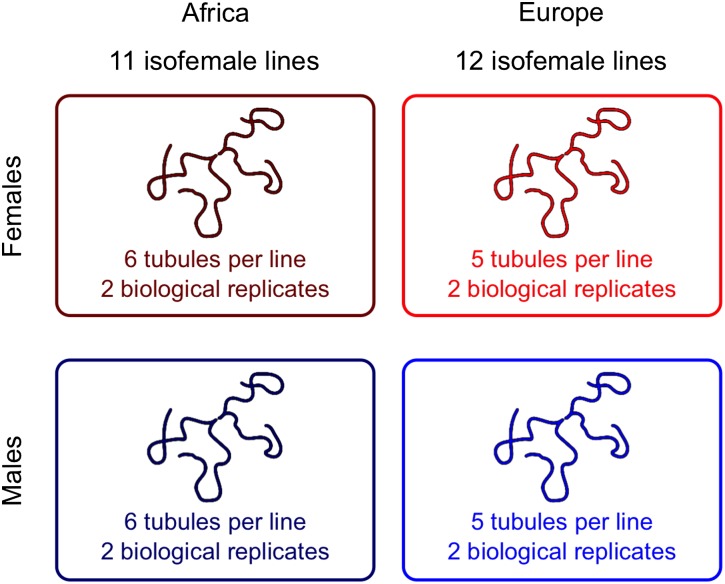
Overview of the experimental design. Malpighian tubules were dissected from multiple isofemale lines of each population and pooled for RNA extraction. Two biological replicates were performed for each sex and population, resulting in eight libraries that were used for sequencing.

### RNA extraction and sequencing

Total RNA was extracted from dissected tissue using the MasterPure RNA Purification Kit (Epicentre, Madison, WI). RNA isolation was performed without DNase I digestion, because this was found to cause partial degradation of the RNA. Purification of mRNA, construction of cDNA libraries, and high-throughput sequencing were carried out by GATC Biotech (Konstanz, Germany). In brief, mRNA was enriched by poly(A) selection, sheared, and reverse-transcribed into cDNA using random hexamer primers. Eight individually tagged libraries were pooled and sequenced on one lane of a HiSequation 2500 (Illumina, San Diego, CA) to produce single-end reads of 50 bp. RNA extraction and library preparation were performed for all samples in parallel to avoid any day or batch effects. The sequence data have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.* 2002) and are accessible through GEO series accession number GSE58578.

### Read mapping

Sequence reads were mapped to the *D. melanogaster* transcriptome (including noncoding RNAs) using the annotation of FlyBase release 5.54 (St. Pierre *et al.* 2014). Mapping of the raw reads was performed using NextGenMap (version 0.4.10) (Sedlazeck *et al.* 2013). To assess the influence of the mapping software on our results, we repeated the mapping with Stampy (version 1.0.22) (Lunter and Goodson 2011) and Bowtie2 (version 2.1.0) (Langmead and Salzberg 2012). Because the numbers of mapped reads per gene were highly correlated among mappers (Pearson’s *R* > 0.995 in all comparisons) and had only minor effects on the downstream analyses, only the results from NextGenMap are presented. Although the reference *D*. *melanogaster* genome is derived from a non-African lab strain, a previous simulation study using whole-genome sequences from African and European flies showed that this does not introduce a bias in the number of mapped reads per population (Catalán *et al.* 2012).

The expression analysis was performed in two ways: on a “per-gene” basis and on a “per-transcript” basis. For the former, NextGenMap was run with the default parameters and a read that mapped to any transcript isoform of a gene was counted as a “hit” to that gene. RPKM (reads per kilobase per million mapped reads) was calculated using the longest transcript of each gene. For the “per transcript” mapping, NextGenMap was run with its most sensitive settings (–kmer-skip 0 -s 0.0) to ensure that only reads with their best match to a single annotated transcript were included. Reads that had equal-quality matches to multiple transcripts were excluded. Because we had only 50-bp single-end reads, this approach greatly reduced the number of uniquely mapped reads and, thus, reduced statistical power to detect differential expression at the transcript level. For this reason, unless otherwise specified, all results refer to the “per-gene” analysis.

### Statistical analysis

Differentially expressed genes were detected using the Bioconductor (Gentleman *et al.* 2004) package DESeq2 (version 1.2.10) (Anders and Huber 2010) as implemented in R (version 3.0) (R Core Team 2014). A two-factor design with the factors population (Europe *vs.*. Africa) and sex (male *vs.* female) was used to analyze the eight samples. In this design, the fit of the data to a one-factor model is compared to that to a two-factor model to estimate the effect of each factor (sex and population) on gene expression. To adjust *P*-values for multiple testing and determine the false discover rate (FDR), Benjamini-Hochberg correction for multiple testing was used (Benjamini and Hochberg 1995). For the statistical analyses, we included only genes with a sufficient number of mapped reads for it to be possible to show a significant difference between sexes or populations after multiple test correction (Anders and Huber 2010). Given our study design and total read count, a minimum of 12 mapped reads was needed to reach an adjusted *P*-value below 5%. For example, a gene with three mapped reads in each of the four male libraries and zero mapped reads in each of the four female libraries (*i.e.*, 12 total reads) would give an uncorrected *P*-value of 0.002 and a multiple-test corrected *P*-value of 0.016. The numbers of analyzed and significant genes for other read-count thresholds are presented in Supporting Information, Table S1. To detect genes that differed in their sex bias between populations (or their population bias between sexes), the aforedescribed analysis was repeated using only data from a single population (or sex) and a one-factor model.

To assess how DESeq2 performs in comparison to other statistical methods, we also analyzed our data with edgeR (version 3.6.8) (McCarthy *et al.* 2012) and baySeq (version 1.18.0) (Hardcastle and Kelly 2010). Similar to the two-factor design in DESeq2, an interaction model for the factors population and sex with subsequent blocking of one of the factors was performed in edgeR. In baySeq, two differential expression models, one for population, the other for sex, were taken into account when estimating the posterior probabilities for all genes to be differentially expressed. For both methods, *P*-values were adjusted for multiple testing using the Benjamini-Hochberg correction (Benjamini and Hochberg 1995) and an FDR cut-off of 5% was applied. Both edgeR and baySeq identified fewer differentially expressed genes than DESeq2, although there was a high overlap between the significant genes identified by these methods and those identified by DESeq2 (Table S2). For this reason, we used the DESeq2 results for further downstream analyses.

### Functional enrichment analysis

Differentially expressed genes were functionally annotated using Gene Ontology (GO) terms (Ashburner *et al.* 2000). Statistical analysis of overrepresentation of terms within the differentially expressed genes in comparison to the whole genome was done with GOEAST (Zheng and Wang 2008) and confirmed with FlyMine (Lyne *et al.* 2007). FlyMine was also used to test for enrichment of protein domains. For both GOEAST and FlyMine, the Benjamini-Hochberg correction for multiple testing was applied (Benjamini and Hochberg 1995) and terms were considered significantly enriched if the adjusted *P*-value was below 5%. To account for hierarchical relationships among GO terms, only the most specific terms that were still significant are presented.

### Analysis of expression breadth

The expression breadth of population- and sex-biased genes was assessed by calculating *τ* (Yanai *et al.* 2005; Larracuente *et al.* 2008). Following Meisel (2011), we calculated *τ* for 14 adult tissues from FlyAtlas (Chintapalli *et al.* 2007). The tissues “head” and “carcass” were not included because they represent composite structures. The expression intensities for “spermatheca mated” and “spermatheca virgin” were averaged because they were shown to correlate well (Meisel 2011). If there were multiple microarray probes corresponding to the same gene, the probe with the greatest intensity in all tissues combined was used. Values of *τ* range from zero (housekeeping gene) to one (highly tissue-specific gene). In our analyses, genes with *τ* > 0.7 are considered narrowly expressed (Meisel *et al.* 2012; Gao *et al.* 2014).

## Results

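The Malpighian tubules clear waste, ions and foreign compounds from the hemolymph. They are built mainly of principal cells, which carry the proton pump and many transporters, and stellate cells, which conduct chloride and water. Tubules were dissected from adult flies of 11 isofemale lines from Zimbabwe (Africa) and 12 from the Netherlands (Europe), with 6 pairs of tubules per African line and 5 pairs per European line. Each of the 4 groups, defined by sex and population, had 2 biological replicates, so that each sex and each population was represented by 4 libraries. Flies were kept at 22° with 14 hr of light and 10 hr of dark. The paper gives an age of 4 to 6 days and carbon dioxide as the anesthetic, whereas the sample labels give 2 to 4 days and ice, and the sequencer model also differs between them. In each library the yolk protein gene Yp1 had the level of its labeled sex, 378 to 699 RPKM in females and 2.93 to 8.86 RPKM in males. Poly(A)-selected RNA was sequenced in a single lane as single-end reads of 50 bases. The authors mapped the reads with NextGenMap to the FlyBase transcriptome, counted a read that mapped to any isoform for its gene and deposited RPKM for 13942 genes per library. These RPKM use the longest transcript and the reads mapped to the listed genes, and include no scaling for library composition. Every RPKM above 0 was a whole number of reads times a fixed step (100% of values, tolerance 0.01 read), so the reads could be worked back. Replicates 1 and 2 held 19577921 and 26694208 reads in African females, 22788689 and 24232532 in African males, 19528634 and 27099855 in European females, and 20133218 and 23275587 in European males. They sum to 183.3 M reads, which the values use, and the paper's total before mapping is 205 M. RPKM were divided by TMM factors (0.928 to 1.04), 0.1 was added, and the log2 values of the 12580 genes with at least 12 reads over all libraries were tested with limma at a false discovery rate of 5% (Benjamini-Hochberg). Sex was tested with population in the model and population with sex in the model. Log2 fold changes are male over female or Europe over Africa, and those of genes near 0.1 RPKM are drawn toward 0.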

We generated RNA-seq reads from Malpighian tubules dissected from adult males and females from an African and a European population of *D*. *melanogaster* (Figure 1). In total, there were 205 million reads, 89.4% of which could be mapped to the transcriptome. Most of the remaining reads mapped to ribosomal RNA (7.1%) or other noncoding RNA (0.5%), whereas 3.0% remained unmapped. Of the 13,942 annotated genes in FlyBase release 5.54 (St. Pierre *et al.* 2014), 12,547 had at least 12 mapped reads and were included in our statistical analysis (see the section *Materials and Methods*). 

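All 12 genes listed as markers of principal cells and all 8 listed for stellate cells were among the genes tested. Of 33 V-ATPase subunit genes, which encode the proton pump that drives secretion, 29 were tested, and of 36 genes expressed in testis, 35. Over the 8 libraries, 12580 of the 13942 genes had at least 12 reads when reads were worked back from RPKM. There were 12001 genes with at least 20 reads, 10793 with at least 50, 9785 with at least 100 and 9272 with at least 150.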

The numbers of genes meeting greater read-count thresholds are presented in Table S1. There were 8231 genes that had an RPKM greater than one when averaged over all libraries. 

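The geometric mean level of the principal cell genes was 135 to 171 RPKM (TMM-scaled) over the 8 libraries, that of the stellate cell genes 27.1 to 36.6 and that of the V-ATPase genes 32.5 to 40.1. Genes of cytoplasmic ribosomal proteins were at 459.8 to 527 RPKM. By contrast, 11 genes of neurons were at 0.467 to 0.767 RPKM and 10 genes of hemocytes at 1.12 to 1.73 RPKM. The number of genes above 1 RPKM in a single library ranged from 7808 in African female replicate 2 to 8302 in European male replicate 1.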

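Antimicrobial peptide genes differed most between the African female replicates, with a geometric mean of 15.1 RPKM (TMM-scaled) in replicate 1 and 2.23 in replicate 2. DptA, which encodes a diptericin, was at 946 and 65.5 RPKM in these libraries. Digestive enzyme genes of the midgut were at 32.1 and 10.7 RPKM in the African male replicates. Genes of the male accessory gland were at 0.933 and 0.127 RPKM in the European female replicates. Across genes, Pearson's r of RPKM between replicates was 0.987 in African females, 0.991 in African males, 0.995 in European females and 0.995 in European males. After log2 transformation it was 0.981, 0.972, 0.987 and 0.988. Spearman's rho was 0.974, 0.967, 0.978 and 0.983, and genes are not independent of each other. The median absolute log2 difference between replicates was 0.160, 0.192, 0.147 and 0.146 in the same order. Against counting noise alone, the chi-square per gene was 41.3, 53.1, 14.8 and 14.2.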

The RPKM values per gene were highly correlated between biological replicates (Pearson’s *R* > 0.98 in all cases).

### Sex-biased gene expression

In a two-factor (sex and population) analysis of the full data set, 2308 genes were detected as being differentially expressed between females and males at a false discovery rate (FDR) of 5% (Figure 2A; File S1). 

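Detoxification genes were among those that differed between the sexes. Of 35 genes of glutathione S-transferases, which conjugate foreign compounds, 11 were higher in males and 0 lower (15 and 1 adjusted over the list alone, 16 and 1 at an unadjusted p under 0.05). GstE6 was at 266 ± 63.4 RPKM in males and 155 ± 45.9 in females (SD, n = 4), with a log2 fold change of 0.82 (standard error 0.07, adjusted p = 0.00135). Among 82 cytochrome P450 genes, which oxidize toxins and hormones, 18 were higher in males and 4 in females (27 and 8 adjusted over the list alone), such as Cyp4d14 at log2 1.66 (standard error 0.15, adjusted p = 0.00219) and Cyp4ae1 at log2 -1.23 (standard error 0.10, adjusted p = 0.00133). UDP-glycosyltransferase genes showed little sex bias, with 2 of 35 higher in males and 1 in females (2 and 1 adjusted over the list alone). In a test of whole lists (camera), the glutathione S-transferases (adjusted p = 0.000107) and P450 genes (adjusted p = 0.0177) were higher in males with a preset correlation between genes. Neither call held with an estimated correlation (0.436 for both). In the 8 libraries, 1492 of 12580 genes (11.9%) differed between the sexes by limma with Benjamini-Hochberg adjustment. The count fell to 961 without African female replicate 1, 813 without European female replicate 1, 646 without European female replicate 2, 776 without European male replicate 1 and 727 without European male replicate 2.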

There were significantly more male-biased (1403) than female-biased (905) genes (sign test, *P* < 0.001). 

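Genes known from reproductive organs made up part of the male-biased set. Of 35 genes expressed in testis, 24 were higher in males and 1, bam, in females (25 and 1 adjusted over the list alone), with a median log2 fold change of 3.07. Among 31 genes of the male accessory gland and ejaculatory duct, 7 were higher in males and 0 lower (8 and 0 adjusted over the list alone, 14 and 0 at an unadjusted p under 0.05). On the female side, 10 of 33 ovary and eggshell genes were higher in females and 0 in males (13 and 0 adjusted over the list alone, 16 and 3 at an unadjusted p under 0.05). The lists include Mst84Db, S-Lap1, Met75Ca, osk and dhd, which the study picked from these libraries, so the counts are not independent evidence. By camera the testis list (adjusted p = 1.41e-12), the accessory gland list (adjusted p = 8.91e-07) and the ovary list (adjusted p = 1.03e-07) were called with a preset correlation, and none with an estimated correlation (adjusted p = 0.436 for each). In total, 970 genes were higher in males and 522 in females (65.0% male-biased, exact binomial test, two-sided, p = 2.01e-31). The test counts genes as independent draws, which they are not. The numbers were 634 and 327 without African female replicate 1, 724 and 332 without African female replicate 2, 518 and 295 without European female replicate 1, 406 and 240 without European female replicate 2, 513 and 263 without European male replicate 1 and 457 and 270 without European male replicate 2. Without the composition factor, as in the deposited RPKM, the numbers were 936 and 694 (57.4% male-biased). With the lists of testis, Y-linked fertility, accessory gland, ovary, fat body and oenocytes left out, 937 genes were male-biased and 502 female-biased. This removed only 33 male-biased and 20 female-biased genes, and a list holds only a part of an organ's genes. The removal therefore cannot tell whether RNA of other organs underlies the excess.

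**Figure D1:**
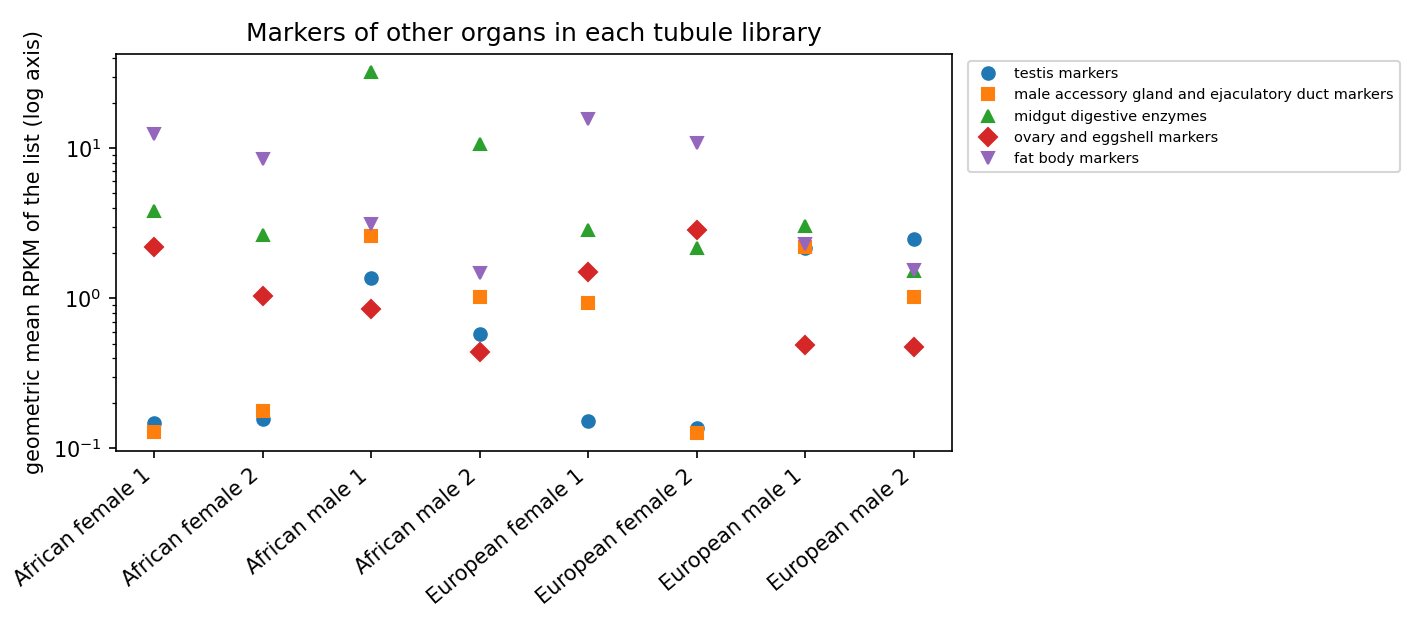
Geometric mean level (RPKM divided by the TMM factor, log axis) of listed genes of other organs in each of the 8 libraries, 1 point per library. Testis genes lie at 0.58 to 2.47 RPKM in the 4 male libraries and at 0.138 to 0.158 RPKM in the 4 female libraries.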

The male-biased genes also showed a greater degree of sex-bias: the median expression difference between the sexes was 2.13-fold for male-biased genes and 1.25-fold for female biased genes (Wilcoxon test, *P* < 0.001). However, male-biased genes tended to have lower overall expression than female-biased genes, with average RPKM values of 83 and 125, respectively. 

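Of 90 cytoplasmic ribosomal protein genes, 12 were higher in females and 1 in males (32 and 1 adjusted over the list alone), by small amounts. RpL37-1 had a log2 fold change of -0.32 (standard error 0.04, adjusted p = 0.00531) and RpS29 of log2 -0.30 (standard error 0.04, adjusted p = 0.00595). The exception, RpL10Aa, was at 0.574 ± 0.342 RPKM in males and 0.0119 ± 0.0239 in females (SD, n = 4). Genes of heat shock proteins, which aid protein folding, went the other way, with 4 of 25 higher in males and 0 lower (4 and 0 adjusted over the list alone, 6 and 0 at an unadjusted p under 0.05). Hsp22 was at log2 1.17 (standard error 0.15, adjusted p = 0.00527) and Hsc70-3, a chaperone gene of the endoplasmic reticulum, at log2 0.61 (standard error 0.04, adjusted p = 0.000537). By camera with a preset correlation the ribosomal list was lower in males (adjusted p = 1.81e-11; adjusted p = 0.568 with an estimated correlation) and the heat shock list higher (adjusted p = 0.00335; adjusted p = 0.625 with an estimated correlation). Without a composition factor, 31 ribosomal genes were higher in females. The median fold change of called genes was 2.22 in males and 1.33 in females (permutation test over genes, two-sided, p = 1e-05, the smallest the resamples can give). For 724 of the male-biased and 414 of the female-biased genes, all 4 libraries of the higher sex lay above all 4 of the other. Over all 12580 genes tested, called or not, this held for 1011 (8.04%) and 744 (5.91%), against 1.43% by chance in each direction.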

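The male-biased testis gene Mst84Db was at 8.19 ± 5.33 RPKM in males and 0.0616 ± 0.0712 in females (SD, n = 4). The female-biased gene pyd3, which encodes an enzyme of pyrimidine breakdown, was at 224 ± 9.16 RPKM in females and 62.8 ± 13.7 in males. Mean RPKM over the libraries was 60.4 for male-biased and 81.7 for female-biased genes. Their medians were further apart, 1.43 and 14.4 RPKM, because a few abundant genes raise the means.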

There was not a strong agreement between a gene’s sex-biased expression in the Malpighian tubules and in the whole fly (Gnad and Parsch 2006): 55% of the genes with sex-biased expression in Malpighian tubule showed the same sex bias in whole flies. Of the remaining genes with sex-biased expression in Malpighian tubule, 35% showed no sex bias in whole flies, whereas 10% showed the opposite sex bias.

**Figure 2:**
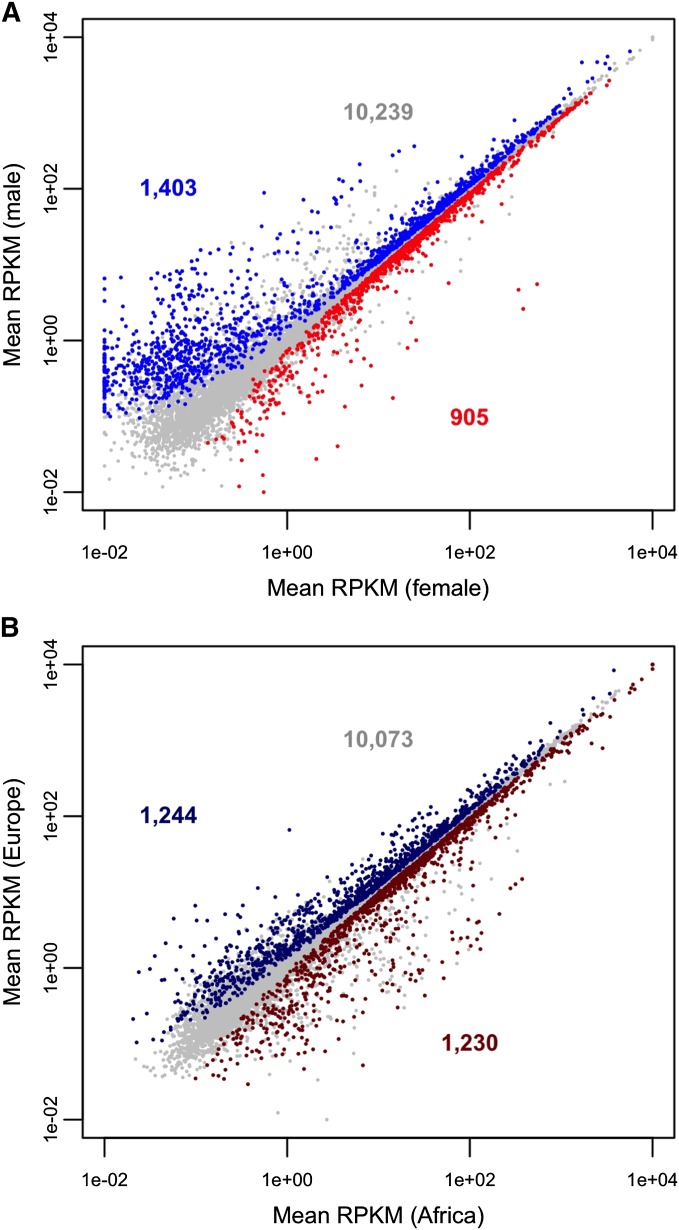
Differential gene expression between sexes and populations. (A) Comparison of gene expression between females and males. Blue points indicate male-biased genes, red points indicate female-biased genes, and gray points indicate genes with no sex bias. Expression values are from the combined analysis of both populations. The number of genes in each category is shown in the corresponding color. (B) Comparison of gene expression between the African and European populations. Dark blue points indicate Europe-biased genes, dark red points indicate Africa-biased genes, and gray points indicate genes with no population bias. Expression values are from the combined analysis of both sexes. The number of genes in each category is shown in the corresponding color. RPKM, reads per kilobase per million mapped reads.

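Summed over the 8 libraries, Mst84Db had 303 reads, the sperm gene ocn 374 and Dup99B, which encodes a peptide of the ejaculatory duct, 460. The female-biased genes Yp3 and Btnd had 52081 and 11304 reads. Among genes called by limma at the minimum of 12 reads, 940 male-biased and 520 female-biased genes had at least 20 reads, and 796 and 511 had at least 50. At 150 reads, 597 and 485 were left.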

Increasing the expression threshold for our statistical analysis led to a reduction in the number of sex-biased genes (Table S1). For example, when the minimum read-count threshold is increased from 12 to 100, the numbers of female- and male-biased genes are reduced by 12% and 24%, respectively. This indicates that many of the sex-biased genes, especially the male-biased genes, have an overall low expression level. However, even at this higher threshold, there were still significantly more male-biased (1073) than female-biased (798) genes (sign test, *P* < 0.001).

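When the test was repeated on the 9785 genes with at least 100 reads, 663 genes were male-biased and 453 female-biased by limma with Benjamini-Hochberg adjustment. This was a change of -31.6% for male-biased and of -13.2% for female-biased genes. Genes below this minimum included Vha36-2, a V-ATPase subunit gene with 56 reads and a log2 fold change of 1.44 (standard error 0.26, adjusted p = 0.0165).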

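Of the male-biased genes, 318 (32.8%) had fewer than 100 reads over all libraries, and of the female-biased genes 26 (4.98%). The accessory gland gene Sfp96F, with 23 reads, and the ribosomal protein gene RpL10Aa, with 41, were among the former. The ovary gene plu, with 32 reads, was among the latter. From the larger loss of male-biased genes at the higher threshold, the paper concludes that many sex-biased genes, and above all male-biased genes, are expressed at a low level.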

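Male-biased genes well above the threshold included Hex-C, which encodes a hexokinase and was at 612 ± 30.8 RPKM in males and 495 ± 12.8 in females (SD, n = 4), and the P450 gene Cyp4s3 at 60.1 ± 18.5 and 29.4 ± 9.03 RPKM. At the minimum of 100 reads the excess of male-biased genes had p = 3.51e-10 (exact binomial test, two-sided).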

An analysis of GO terms revealed that female-biased genes were enriched with those involved in transport, energy metabolism, transcription, sex-determination, and cell division, whereas male-biased genes were enriched with those involved in lipid metabolism, glycolysis, and oxidation (Table 1, Table S3, and Table S4). 

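Of 29 V-ATPase subunit genes, 8 were higher in females and 1 in males (12 and 3 adjusted over the list alone), with VhaAC45 at a log2 fold change of -0.27 (standard error 0.05, adjusted p = 0.0195). The list's median was -0.14, whereas its mean was 0.05 because of a few strongly male-biased subunit genes of low level. Among ATP synthase genes, which supply ATP, 3 of 14 were higher in females and 0 in males (5 and 0 at an unadjusted p under 0.05, 3 and 0 adjusted over the list alone). Cell division genes had 7 of 25 higher in females and 0 in males (11 and 0 unadjusted, 8 and 0 adjusted over the list alone), with the cyclin gene CycB at log2 -2.38 (standard error 0.27, adjusted p = 0.00398), and the ovary genes listed moved the same way. Eye pigment genes, which act in the tubule's pigment granules, had 4 of 16 higher in females and 0 in males (6 and 0 unadjusted, 5 and 0 adjusted over the list alone), such as kar at log2 -0.81 (standard error 0.10, adjusted p = 0.00448). Of the sex-determination genes, Sxl was higher in females at log2 -1.09 (adjusted p = 0.000537), and dsx at log2 0.84 (adjusted p = 0.00229) and the dosage compensation gene msl-2 at log2 0.97 (adjusted p = 0.000537) were higher in males, with 9 of 12 not passing (the same adjusted over the list alone). In males, 7 of 15 genes of fatty acid beta-oxidation were higher and 1 lower (10 and 1 adjusted over the list alone), with yip2 at log2 0.48 (standard error 0.06, adjusted p = 0.00483). For glycolysis, 3 of 13 genes were higher in males and 1 in females (3 and 1 adjusted over the list alone), namely Hex-A, Hex-C and Ldh against Gapdh2. With camera's preset correlation the lists of V-ATPase (adjusted p = 0.00129), ATP synthase (adjusted p = 0.000551), cell division (adjusted p = 0.000295), eye pigment (adjusted p = 0.00108) and beta-oxidation (adjusted p = 0.000395) were called in these directions. None held with an estimated correlation (adjusted p = 0.436 for each), and glycolysis (adjusted p = 0.424) and sex determination (adjusted p = 0.614) were not called.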

The genes showing the strongest female-bias in their expression include three yolk protein genes, as well as several genes involved in pheromone metabolism and development (Table 2). 

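Yp1, Yp2 and Yp3 encode the yolk proteins, made in fat body and ovary, and lie on the X chromosome. Yp3 was at 385 ± 124 RPKM in females and 2.61 ± 1.54 in males (SD, n = 4), with a log2 fold change of -7.24 (standard error 0.43, adjusted p = 0.000537), and Yp1 and Yp2 had values of -6.71 and -6.29. Fad2, which encodes a desaturase of female pheromone synthesis, was at log2 -5.47 (standard error 0.61, adjusted p = 0.00367) and the elongase gene eloF at log2 -2.77 (standard error 0.50, adjusted p = 0.0161). The egg gene dhd was at log2 -4.57 (standard error 0.38, adjusted p = 0.00148) and Btnd, a biotinidase gene, at log2 -3.37 (standard error 0.20, adjusted p = 0.000537). With voom on the reads worked back, under each of its 3 scalings, Fad2 (adjusted p = 0.134 to 0.139) and eloF (adjusted p = 0.0546 to 0.057) did not pass, in ranges of adjusted p from 0.00285 to 0.139 for Fad2 and from 0.00285 to 0.057 for eloF over all alternatives. These genes belong to lists from other organs. Of 12 fat body genes 7 were higher in females and 2, Obp44a and Obp99b, in males (8 and 2 adjusted over the list alone), and 2 of 8 oenocyte genes, Fad2 and eloF, were higher in females and 0 in males (2 and 0 unadjusted and over the list alone). The fat body list was called by camera with a preset correlation (adjusted p = 6.24e-05; adjusted p = 0.436 with an estimated correlation), but not without the 5 members that the study picked from these libraries (adjusted p = 0.568).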

The genes with the strongest male-biased expression included two genes known to be involved in male reproduction, although the majority of the highly male-biased genes were of unknown function (Table 2).

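Met75Ca, an accessory gland gene on 3L, was at 88.5 ± 79.0 RPKM in males and 0.558 ± 0.302 in females (SD, n = 4), a log2 fold change of 6.88 (standard error 0.57, adjusted p = 0.00148). Dup99B followed at log2 5.79 (standard error 0.49, adjusted p = 0.00148). Neither passed with voom on the reads worked back under any of its 3 scalings (adjusted p = 0.0595 to 0.0687 for Met75Ca and 0.0678 to 0.0789 for Dup99B, in ranges from 0.00102 to 0.0687 and from 0.00102 to 0.0789 over all alternatives). The other large values belonged to genes without a described function and to genes of sperm, with CG12699 at 5.54, CG31740 at 5.52, Mst84Db at 5.51, CG8701 at 5.49, ocn at 5.42 and CG12860 at 5.23 on the log2 scale. The adjusted p for these 6 was at most 0.00406 (limma). With more reads and little spread, the X-linked gene CG14787 was at 26.3 ± 2.36 RPKM in males and 2.15 ± 0.402 in females, a log2 fold change of 3.59 (standard error 0.08, adjusted p = 3.07e-06).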

**Table 1:** Overrepresented biological process terms among sex-biased genes

Bias	GO Term	Genes	Adj. *P**^a^*
Female	Mitotic spindle elongation	24	5.83e-09
Female	ATP hydrolysis coupled proton transport	15	4.69e-07
Female	rRNA processing	14	1.29e-05
Female	Centrosome duplication	20	1.31e-05
Female	Germ cell development	44	0.0002
Female	Asymmetric neuroblast division	11	0.0016
Female	Regulation of cell shape	19	0.0042
Female	Regulation of growth	28	0.0048
Female	Actin cytoskeleton organization	27	0.0071
Female	Translational elongation	8	0.0084
Female	Chorion-containing eggshell formation	20	0.0114
Female	Long-term memory	12	0.0119
Female	ATP synthesis coupled proton transport	7	0.0119
Female	Ommochrome biosynthetic process	7	0.0119
Female	Regulation of cell differentiation	35	0.0134
Female	Mitotic cell-cycle phase transition	7	0.0212
Female	Pupariation	5	0.0267
Female	Regulation of DNA replication	6	0.0310
Male	Fatty acid beta-oxidation	10	4.63e-06
Male	Glutathione metabolic process	18	5.75e-06
Male	Protein folding	27	3.75e-05
Male	Glycolysis	12	0.0002
Male	Dicarboxylic acid metabolic process	10	0.0183
Male	Branched-chain amino acid metabolic process	5	0.0262
Male	Glycerol ether metabolic process	7	0.0326

a Multiple-test corrected *P*-value for term enrichment.

**Table 2:** Top 10 female- and male-biased genes

Gene	Bias	Log_2_(M/F)*^a^*	Adj. *P**^b^*	Biological Process
*dhd*	Female	**-**5.85	3.0e-44	Cellular response to DNA damage stimulus
*Yp3*	Female	−5.63	1.9e-47	Embryo development
*Btd*	Female	−5.08	3.2e-33	Response to heat
*Fad2*	Female	−4.56	1.8e-20	Pheromone metabolic process
*Obp99a*	Female	−4.12	2.3e-27	Response to pheromone
*Yp2*	Female	−4.11	3.5e-31	Neurogenesis
*fit*	Female	−3.25	2.9e-53	Unknown
*eloF*	Female	−3.11	5.0e-13	Pheromone metabolic process
*osk*	Female	−2.87	3.5e-14	Germ cell development
*Yp1*	Female	−2.55	1.1e-06	Vitellogenesis
*CG3124*	Male	5.40	1.6e-32	Unknown
*Mst84Db*	Male	5.24	3.4e-29	Spermatogenesis
*CG8701*	Male	5.24	3.4e-31	Unknown
*CG12861*	Male	4.79	9.3e-26	Unknown
*CG12860*	Male	4.69	4.8e-30	Unknown
*S-Lap1*	Male	4.67	1.8e-23	Proteolysis
*Met75Ca*	Male	4.64	3.4e-21	Multicellular organism reproduction
*CG9130*	Male	4.60	1.2e-20	Unknown
*CG4836*	Male	4.55	1.8e-20	Oxidation-reduction process
*CG9016*	Male	4.54	3.7e-21	Unknown

a Log_2_(male expression/female expression).

b Multiple-test corrected *P*-value for differential expression between the sexes.

In addition to the gene-based analyses, we also investigated sex-biased expression at the level of individual transcripts. For this, we included only RNA-seq reads that could be mapped unambiguously to a specific transcript of a gene with multiple annotated transcripts. In total, we were able to map 66.5 million reads to 13,482 transcripts of 6594 multiple-transcript genes. Although the lower number of mapped reads reduced our statistical power to detect differential expression in comparison to the gene-based analysis, we were still able to detect 230 transcripts from 207 genes that differed in expression between females and males at a FDR of 5% (File S2). The vast majority of these were cases in which only a single transcript of a gene showed significant differential expression between the sexes (186 transcripts) or multiple transcripts of a gene showed a significant bias toward the same sex (38 transcripts). The former group included genes known to be involved in sex determination, such as *Sex lethal* and *doublesex*, as well as seven ribosomal protein genes (*RpL17*, *RpL37a*, *RpLS14a*, *RpS15Aa*, *RpS19a*, *RpS2*, and *RpS28b*). There were also three genes (*RpL35*, *sesB*, and *regucalcin*) that had one transcript with significantly female-biased expression and another transcript with significantly male-biased expression.

### Population-biased gene expression

A total of 2474 genes showed consistent, significant differences in their level of Malpighian tubule expression between the African and European populations in both sexes (Figure 2B; File S1). 

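Detoxification genes differed between the populations in both directions. Of 35 glutathione S-transferase genes, 8 were higher in Africa and 5 in Europe (12 and 5 adjusted over the list alone), with GstD9 at a log2 fold change of -0.84 (standard error 0.05, adjusted p = 0.000239) and GstE10 at log2 0.87 (standard error 0.07, adjusted p = 0.000763). Of 35 UDP-glycosyltransferase genes, 7 were higher in Africa and 6 in Europe (7 and 8 adjusted over the list alone). Without a composition factor these splits became 7 and 6 for the transferases of glutathione and 6 and 7 for those of UDP-sugars. CHKov1, a gene tied to virus and insecticide resistance, was at 52.9 ± 3.74 RPKM in Africa and 18.2 ± 0.607 in Europe (SD, n = 4), with a log2 fold change of -1.62 (standard error 0.05, adjusted p = 1.57e-05). By limma with Benjamini-Hochberg adjustment, 1503 of the genes tested differed between the populations. Of these, 192 were also called in females alone and 121 in males alone. The count fell to 891 without European female replicate 1, 776 without European female replicate 2, 872 without European male replicate 1 and 896 without European male replicate 2.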

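Genes of peptidoglycan recognition proteins, which sense bacteria, differed in both directions, with 3 of 13 higher in Europe and 1 in Africa under each scaling (3 and 1 adjusted over the list alone). PGRP-LF was at 13.0 ± 2.09 RPKM in Europe and 7.73 ± 1.58 in Africa (SD, n = 4), a log2 fold change of 0.67 (standard error 0.09, adjusted p = 0.00531). PGRP-SC1a was at 80.2 to 121 RPKM in African males and 0.292 to 3.39 RPKM in the other libraries, a log2 fold change of -4.52 (standard error 1.12, adjusted p = 0.0421). This call of PGRP-SC1a ended with the replicate number as a block (adjusted p = 0.0606), with a pseudocount of 1 (adjusted p = 0.0604) and without African female replicate 1 (adjusted p = 0.0651), African male replicate 1 (0.0866) or 2 (0.0976), European female replicate 1 (0.0624) or 2 (0.0558), or European male replicate 1 (0.117) or 2 (0.0945), in a range from 0.0006 to 0.117 over all alternatives. Digestive enzyme genes of the midgut were high in the same libraries, at 10.7 to 32.1 RPKM (TMM-scaled) in African males and 1.52 to 3.83 in the others. RNA of the midgut therefore stays open as a source of PGRP-SC1a, although by the paper's account the dissection left out the piece of gut that joins the tubules. Among the 1503 genes called by limma, 817 were higher in Europe and 686 in Africa (54.4% in Europe, exact binomial test, two-sided, p = 0.000793). They were 555 and 452 without African female replicate 1, 597 and 436 without African male replicate 2, 514 and 377 without European female replicate 1, 448 and 328 without European female replicate 2, 477 and 395 without European male replicate 1 and 518 and 378 without European male replicate 2. Without a composition factor the numbers were 1523 and 447 (77.3% in Europe). With the replicate number as a block they were 758 and 683 (52.6%, exact binomial p = 0.0512). The binomial tests count genes as independent draws, which they are not.

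**Figure D2:**
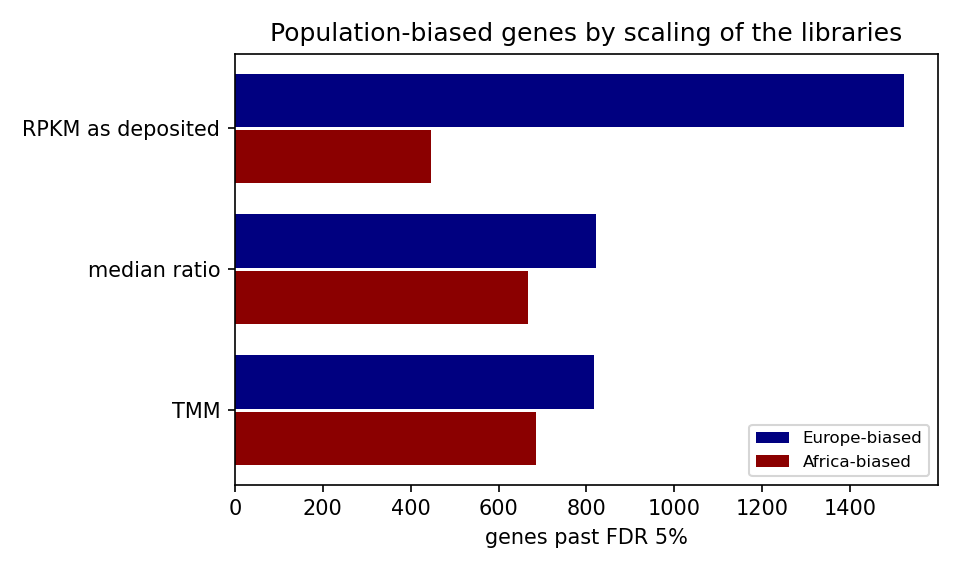
Numbers of Europe-biased and Africa-biased genes called by limma under each way of scaling the libraries, as bars from 0. The deposited RPKM give 1523 and 447, median-ratio factors 822 and 668, and TMM 817 and 686.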

There was no significant difference between the number of Africa-biased (1230) and Europe-biased (1244) genes (sign test, *P* = 0.79). However, the degree of population bias was slightly higher for Europe-biased (1.42-fold) than for Africa-biased (1.28-fold) genes (Wilcoxon test, *P* < 0.001). 

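Among Europe-biased genes with large differences, the chaperone gene Hsc70-2 was at 3.08 ± 1.02 RPKM in Europe and 0.693 ± 0.355 in Africa (SD, n = 4), and the lactate dehydrogenase gene Ldh had a log2 fold change of 1.44 (standard error 0.29, adjusted p = 0.0199). On the African side, the hexokinase gene Hex-A was at log2 -0.47 (standard error 0.05, adjusted p = 0.00154). The median fold change of called genes was 1.58 in Europe and 1.36 in Africa (permutation test over genes, two-sided, p = 1e-05, the smallest the resamples can give). This order depended on the scaling, since without a composition factor the median absolute log2 fold change of Europe-biased genes was 0.710 times that of Africa-biased genes (permutation p = 0.0005, the smallest the 2000 resamples can give). With voom and no factor the ratio was 0.822 (permutation p = 0.0115).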

Increasing the expression threshold for our statistical analysis led to a slight reduction in the number of population-biased genes (Table S1). For example, when the minimum read-count threshold is increased from 12 to 100, the numbers of Africa- and Europe-biased genes are reduced by 3.9% and 3.5%, respectively. This indicates that the vast majority of the population-biased genes have a relatively high overall level of expression.

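The abundant detoxification gene Cyp12a4 had 138217 reads over the libraries and the Africa-biased gene CG16727 676003, whereas Gr61a, a gustatory receptor gene, had 142 and CG12438 119. Of the genes called by limma, 788 Europe-biased and 664 Africa-biased genes had at least 50 reads, 746 and 636 at least 100, and 721 and 627 at least 150.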

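Repeating limma on genes with at least 100 reads gave 873 Europe-biased and 670 Africa-biased genes. This was a change of 6.85% for Europe and of -2.33% for Africa. SPR, the sex peptide receptor gene, passed at this minimum (adjusted p = 0.0412).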

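The Africa-biased gene Uro, which encodes urate oxidase of the principal cells, was at 3432 ± 811 RPKM in Africa and 2042 ± 172 in Europe (SD, n = 4). Mean RPKM was 52.7 for Europe-biased and 140.7 for Africa-biased genes, and the medians were 8.77 and 18.0 RPKM. Fewer than 100 reads were found for 71 Europe-biased genes (8.69%) and 50 Africa-biased genes (7.29%).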

Among the genes that differed in expression between the African and European populations, there was a significant excess of those encoding proteins with conserved cytochrome P450 domains (40 genes, *P* = 0.0002). Of these genes, there were similar numbers showing overexpression in Africa (22 genes) and Europe (18 genes). 

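Cyp6g2, a P450 gene, was at 107 ± 8.79 RPKM in Europe and 36.4 ± 4.53 in Africa (SD, n = 4), a log2 fold change of 1.48 (standard error 0.09, adjusted p = 0.000245). Cyp310a1 was at log2 1.21 (standard error 0.09, adjusted p = 0.00045) and Cyp12a4 at log2 0.76 (standard error 0.05, adjusted p = 0.00038). Of 82 P450 genes tested, 24 differed between the populations and 58 did not pass. This is 29.3% of the P450 genes against 11.9% of all genes, where 9.80 were expected (Fisher's exact test, two-sided, odds ratio 3.08, p = 1.95e-05).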

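P450 genes higher in Africa included Cyp12a5 at a log2 fold change of -0.37 (standard error 0.06, adjusted p = 0.0111). Cyp6d2 at log2 -1.61 (standard error 0.14, adjusted p = 0.000716) and Cyp4e1 at log2 -1.43 (standard error 0.13, adjusted p = 0.000894), chosen after their values were seen, were the most strongly shifted of these. Of the 24 genes, 11 were higher in Africa and 13 in Europe, and 20 and 18 when adjusted over the list alone. Without a composition factor the split was 8 and 17.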

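Of 29 V-ATPase subunit genes, 10 were higher in Africa and 0 in Europe (13 and 0 adjusted over the list alone, 16 and 2 at an unadjusted p under 0.05), with Vha68-1 at a log2 fold change of -0.71 (standard error 0.07, adjusted p = 0.00153). The level of this list overlapped between the populations, at 34.0 to 40.1 RPKM (TMM-scaled) in Africa and 32.5 to 34.3 in Europe, with the highest value in African male replicate 1 and the lowest in European female replicate 2. Of 12 principal cell genes, 4 were higher in Africa and 0 in Europe (7 and 0 both adjusted over the list alone and unadjusted), with the potassium channel gene Irk1 at 306 ± 22.0 RPKM in Africa and 224 ± 7.27 in Europe (SD, n = 4). Of 8 stellate cell genes, the aquaporin gene Drip at log2 -0.37 (standard error 0.06, adjusted p = 0.0115) and the tyramine receptor gene TyrR at log2 -0.39 (standard error 0.09, adjusted p = 0.034) were higher in Africa and 0 in Europe (3 and 0 adjusted over the list alone, 6 and 0 unadjusted). Among 15 genes of fatty acid beta-oxidation, 6 were higher in Africa and 2 in Europe (10 and 2 adjusted over the list alone), such as CPT2 at log2 -0.42 (standard error 0.07, adjusted p = 0.0107). Without a composition factor the numbers higher in Africa were 7, 3, 1 and 4. With camera's preset correlation the V-ATPase (adjusted p = 8.73e-05), principal cell (adjusted p = 0.000587), stellate cell (adjusted p = 0.00528) and beta-oxidation (adjusted p = 0.00164) lists were called, and none with an estimated correlation (adjusted p = 0.436 for each). Of 14 ATP synthase genes, 0 passed in either direction (2 higher in Europe and 1 in Africa unadjusted, 0 adjusted over the list alone), and 3 were higher in Europe without a composition factor.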

The GO categories overrepresented among the genes with significantly greater expression in Africa indicate that these genes, in addition to playing roles in transport and energy metabolism that are expected for the Malpighian tubules, are also involved in male courtship behavior, morphogenesis, and growth (Table 3; Table S5). Genes with functions in stress response and centrosome organization were more highly expressed in the Malpighian tubules of European flies than of African flies (Table 3; Table S6). 

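Hsc70-2 and Hsc70-3 encode chaperones of the cytosol and the endoplasmic reticulum, and had log2 fold changes of 1.98 (standard error 0.14, adjusted p = 0.000413) and log2 0.42 (standard error 0.04, adjusted p = 0.000854). They were the 2 of 25 heat shock genes higher in Europe, with 0 higher in Africa (2 and 0 adjusted over the list alone, 6 and 0 at an unadjusted p under 0.05). The centriole gene ana1 at log2 0.68 (standard error 0.13, adjusted p = 0.0176) and the centrosome gene cnn at log2 0.46 (standard error 0.09, adjusted p = 0.0225) were the 2 of 25 cell division genes higher in Europe, with 0 higher in Africa (2 and 0 adjusted over the list alone, 4 and 1 unadjusted). Neither list was called by camera (adjusted p = 0.0649 for heat shock and 0.0642 for cell division). Without a composition factor, 4 heat shock and 3 cell division genes were higher in Europe.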

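The gustatory receptor gene Gr22a was at log2 -3.33 (standard error 0.23, adjusted p = 0.000361) and Gr61a at log2 -2.38 (standard error 0.19, adjusted p = 0.000621), and mtg, which acts at synapses, was at 14.6 ± 1.16 RPKM in Africa and 1.03 ± 0.162 in Europe (SD, n = 4). Of 12 photoreceptor genes, 4 were higher in Africa and 0 in Europe under each scaling (7 and 0 both adjusted over the list alone and unadjusted), namely ninaE, ninaC, Arr1 and Arr2. The rhodopsin gene ninaE was at 2.85 ± 1.24 and 1.04 ± 0.934 RPKM. Of 11 genes of neurons, Syt1 at log2 -1.12 (standard error 0.11, adjusted p = 0.00131) was higher in Africa and 0 in Europe (1 and 0 adjusted over the list alone, 3 and 0 unadjusted). Camera called the photoreceptor list with a preset correlation (adjusted p = 5.72e-05; adjusted p = 0.436 with an estimated correlation), but not the neuron list (adjusted p = 0.0614). The largest Africa-biased log2 fold change was that of CG14110 at log2 -5.52 (standard error 0.25, adjusted p = 7.53e-05). In Europe, CG13654 was at 66.0 ± 14.2 RPKM against 1.06 ± 0.273 in Africa, log2 5.76 (standard error 0.19, adjusted p = 1.57e-05), and Pepck2, a gene of gluconeogenesis, was at log2 3.29 (standard error 0.11, adjusted p = 1.57e-05). The juvenile hormone synthesis gene jhamt at log2 3.64 (standard error 0.52, adjusted p = 0.00564) and the sodium channel gene ppk5 at log2 4.07 (standard error 0.23, adjusted p = 0.000204) were also higher in Europe.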

The genes with the greatest overexpression in African flies included those with annotated functions in the nervous system and perception, whereas the genes with the greatest overexpression in European flies included mainly those involved in metabolism (Table 4).

**Table 3:** Overrepresented biological process terms among population-biased genes

Bias	GO Term	Genes	Adj. *P**^a^*
Africa	ATP hydrolysis coupled proton transport	16	7.50e-06
Africa	Carbohydrate metabolic process	48	0.0001
Africa	Male courtship behavior	10	0.0006
Africa	Chemical homeostasis	25	0.0008
Africa	Negative regulation of signal transduction	35	0.0008
Africa	Neuron development	83	0.0012
Africa	Regulation of organ morphogenesis	19	0.0041
Africa	Glutathione metabolic process	13	0.0074
Africa	Visual perception	11	0.0158
Africa	Taxis	43	0.0174
Africa	Regulation of transport	24	0.0197
Africa	Dorsal/ventral pattern formation	28	0.0207
Africa	Regulation of immune system process	23	0.0240
Europe	Oxidation-reduction process	87	4.57e-08
Europe	Organonitrogen compound metabolic process	84	0.0006
Europe	Carboxylic acid metabolic process	49	0.0007
Europe	Carbohydrate derivative metabolic process	59	0.0075
Europe	Cellular response to stress	56	0.0233
Europe	Centrosome organization	23	0.0343

a Multiple-test corrected *P*-value for term enrichment.

**Table 4:** Top 10 Africa- and Europe-biased genes

Gene	Bias	Log_2_(E/A)^a^	Adj. *P*^b^	Biological Process
*CG6475*	Africa	−4.71	4.0e-37	Metabolic process
*CG13889*	Africa	−4.50	5.2e-115	Olfactory behavior
*mtg*	Africa	−3.89	4.3e-29	Synapse assembly
*CG10508*	Africa	−3.84	7.3e-210	Unknown
*CG12438*	Africa	−3.19	1.3e-17	Unknown
*CG10257*	Africa	−2.85	7.4e-13	Neuron projection morphogenesis
*CG15414*	Africa	−2.78	2.5e-13	Unknown
*Gr61a*	Africa	−2.73	2.5e-13	Sensory perception of sweet taste
*CG14110*	Africa	−2.64	5.3e-18	Unknown
*Gr22a*	Africa	−2.60	4.5e-12	Sensory perception of taste
*CG11697*	Europe	5.58	1.5e-205	Unknown
*CG13654*	Europe	4.42	3.4e-36	Unknown
*CG32506*	Europe	4.05	9.6e-41	Regulation of Rab GTPase activity
*CG31157*	Europe	3.96	2.7e-50	Unknown
*CG10924*	Europe	3.45	1.5e-19	Gluconeogenesis
*CG12934*	Europe	3.43	5.3e-23	Unknown
*ppk5*	Europe	3.40	3.3e-18	Sodium ion transport
*CG12951*	Europe	3.39	6.8e-40	Proteolysis
*CG4927*	Europe	3.38	6.7e-162	Proteolysis
*CG11313*	Europe	3.36	1.1e-16	Hemolymph coagulation

a Log_2_(Europe expression/Africa expression).

b Multiple-test corrected *P*-value for differential expression between the populations.

At the transcript level, we detected 511 transcripts from 468 genes that differed in expression between the African and European populations at a FDR of 5% (File S2). The vast majority of these were cases in which only a single transcript of a gene showed significant differential expression between the populations (430 transcripts) or multiple transcripts of a gene showed a significant bias toward the same population (65 transcripts). There were also seven genes (*CG1637*, *CG5697*, *CG10320*, *CG13565*, *be*, *DAAM*, and *Wbp2*), mostly of unknown function, that had one transcript with significantly Africa-biased expression and another transcript with significantly Europe-biased expression.

### Overlap of sex- and population-biased genes

Of the 2308 genes that showed sex-biased expression in our two-factor analysis, 716 (31%) also showed population-biased expression (Figure 3). 

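The genes that differed both between the sexes and between the populations included detoxification genes and chaperones. GstT3 was higher in males at log2 0.39 (standard error 0.04, adjusted p = 0.00246) and in Africa at log2 -0.43 (standard error 0.04, adjusted p = 0.000894). GstD5 was higher in males at log2 1.64 (adjusted p = 0.00821) and in Africa at log2 -2.25 (adjusted p = 0.00172). The V-ATPase subunit gene ATP6AP2 was higher in females and in Africa. By limma, 300 genes passed both tests, against 178.3 expected (Fisher's exact test, two-sided, odds ratio 2.07, p = 3.99e-22), which is 20.1% of the sex-biased genes. The number was 163 without African female replicate 1, 197 without African female replicate 2, 187 without African male replicate 2, 135 without European female replicate 1, 115 without European female replicate 2, 134 without European male replicate 1 and 120 without European male replicate 2, above the number expected in each case. With the voom fits, chosen after seeing the values, it was 473, 471 and 553. Both tests use the same libraries and the same estimate of spread, which can itself add to such an overlap. In simulated libraries without any difference, 0 of the genes passed either test, so the overlap there was 0 by construction and how much the shared estimate adds was not measured.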

A greater proportion of male-biased genes (35%) than female-biased (25%) genes showed differential expression between the populations (Fisher exact test, *P* < 0.001). 

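Male-biased genes that also differed between the populations included Cyp4s3, higher in Europe at log2 0.68 (standard error 0.12, adjusted p = 0.0118). Female-biased genes with a population difference included CG6293, at 34.0 ± 18.7 RPKM in Europe and 13.6 ± 13.4 in Africa (SD, n = 4). In all, 212 of the male-biased genes (21.9%) and 88 of the female-biased genes (16.9%) differed between the populations (Fisher's exact test, two-sided, odds ratio 1.38, p = 0.0215). The odds ratio was 2.30 with at least 100 reads (Fisher's exact p = 1.48e-08) and, in settings chosen after seeing the values, 2.31 with a mean of at least 1 RPKM and 2.07 to 2.26 with voom. The difference did not pass with the sexes averaged in a model with interaction (odds ratio 1.28, Fisher's exact p = 0.0624) or without a composition factor (1.17, p = 0.20). It also did not pass when any single library other than African female replicate 2 was left out (odds ratios 1.12 to 1.49). The numbers of male- and female-biased genes were then 115 and 48 without African female replicate 1, 150 and 47 without African female replicate 2, 139 and 48 without African male replicate 2, and 96 and 39, 79 and 36, 93 and 41, and 83 and 37 without European female replicates 1 and 2 and European male replicates 1 and 2.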

Interestingly, nine of the 10 genes with the greatest male bias also differed in expression between populations, whereas none of the 10 genes with the greatest female bias differed in expression between populations (Fisher exact test, *P* = 0.0001). This pattern held for larger sets of genes: 45 of the top 100 male-biased genes showed population-biased expression, whereas only 10 of the top 100 female-biased genes showed population-biased expression (Fisher exact test, *P* < 0.0001). These observations indicate that male-biased genes, especially those with strong male bias, are more likely to differ in expression between populations than female-biased genes. 

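The one gene among the 10 with the greatest male bias that also differed between the populations was Dup99B, higher in Africa at 13.5 ± 20.8 RPKM against 2.22 ± 2.57 in Europe (SD, n = 4), a log2 fold change of -1.96 (standard error 0.49, adjusted p = 0.0427). Without African female replicate 1 or 2, African male replicate 2, European female replicate 2 or either European male replicate, 0 of the 10 most male-biased genes did, and neither with the replicate number as a block nor with effects averaged in a model with interaction did any. Among the 10 genes with the greatest female bias, led by Yp3, 0 differed (Fisher's exact test, two-sided, p = 1). With voom on the reads worked back, an added setting, the numbers were 10 of 10 and 1 of 10 (Fisher's exact p = 0.000119).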

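Of the 100 genes with the greatest male bias, 4 differed between the populations, namely Dup99B, CG14787, CG43101 and CG31624. Of the 100 with the greatest female bias there were 7, including CG6293 and Duox, which encodes a dual oxidase of gut defense, (Fisher's exact test, two-sided, p = 0.537). CG43101, CG31624 and Duox are named after their values were seen. With at least 100 reads the difference was -9 genes (Fisher's exact p = 0.0398), and it was -10 without African female replicate 1 or European female replicate 1, -9 without European male replicate 1 and -12 without European female replicate 2 or European male replicate 2 (p at most 0.0101). With voom on the reads worked back the numbers were 72 and 15, with median-ratio factors 73 and 14, and with no factor 78 and 17.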

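Among population-biased genes with a sex difference, Hex-A was higher in Africa and in males, where it was at 118 ± 18.6 RPKM against 81.9 ± 12.5 in females (SD, n = 4). Genes higher in males and in Europe numbered 112 (63.0 expected by the product of the shares), and those higher in males and in Africa 100 (52.9 expected). Genes higher in females and in Europe numbered 52 (33.9 expected), and in females and in Africa 36 (28.5 expected). By limma these make up 20.0% of the population-biased genes. Without a composition factor, genes higher in males numbered 168 in Europe and 73 in Africa (113.3 and 33.3 expected). Those higher in females then numbered 134 and 25 (84.0 and 24.7 expected).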

Of the 2474 genes that showed population-biased expression in our two-factor analysis, 716 (29%) also showed sex-biased expression (Figure 3). 

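GstE6 and Hsc70-3 were higher in Europe and in males, whereas the beta-oxidation gene Arc42 was higher in Africa and in males. Of the Europe-biased genes 164 (20.1%) and of the Africa-biased genes 136 (19.8%) were also sex-biased (Fisher's exact test, two-sided, odds ratio 1.02, p = 0.948). Without a composition factor they were 302 (19.8%) and 98 (21.9%), an odds ratio of 0.881. With voom on the reads worked back the odds ratio was 1.43 (Fisher's exact p = 0.00103), and 1.47 with median-ratio factors (p = 0.00043). Without African female replicate 2 it was 1.48 (Fisher's exact p = 0.0146).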

A slightly greater proportion of Europe-biased genes (31%) than Africa-biased (27%) genes showed differential expression between the sexes (Fisher exact test, *P* = 0.024).

**Figure 3:**
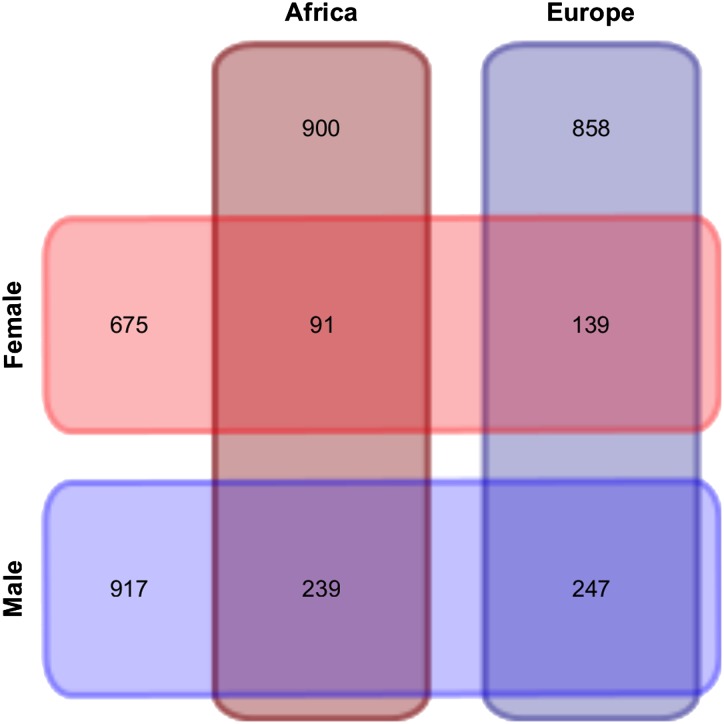
Venn diagram showing numbers of differentially expressed genes between sexes and populations, as well as their overlap.

### Sex- and population-specific differential expression

In addition to the 2308 genes detected as sex-biased in the joint analysis of the African and European populations, we found 198 genes with sex-biased expression only in the African population (68 female-biased and 130 male-biased; Figure 4A). Among these genes, the only significant GO term enrichment was for the female-biased genes, which showed enrichment for the biological process “antimicrobial humoral response” (15 genes, *P* = 0.0019) and the molecular function “structural constituent of ribosome” (17 genes, *P* = 0.0015). 

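Cyp303a1, a P450 gene of sensory bristles, was at 25.2 to 29.2 RPKM in the African males and 1.17 to 1.43 RPKM in the other libraries. The transcription factor gene pnr was at 4.01 to 4.74 and 0.128 to 0.236 RPKM. The amylase gene Amy-d was at 177 to 350.2 and 2.06 to 4.89 RPKM, and midgut digestive enzymes as a list were at 10.7 to 32.1 RPKM (TMM-scaled) in African males and 1.52 to 3.83 elsewhere. In a one-factor test within Africa, 42 genes were male-biased and 15 female-biased by limma, and 34 of these, all male-biased, were called neither jointly nor in Europe. A call in one population does not show a difference between populations, and the interaction was called for 5 of the genes called in Africa and not in Europe. These were Cyp303a1, pnr, Amy-d, Amy-p and CG18180, with interaction log2 values of -4.43, -4.34, -6.10, -5.96 and -3.65. Without a minimum of reads, 12 genes passed within Africa, and when any single African library was left out 0 did.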

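Of 21 antimicrobial peptide genes, 15 were lower in African males than in African females, but 0 passed the one-factor limma test in either direction (1 higher in males both at an unadjusted p under 0.05 and adjusted over the list alone). The median log2 fold change was -0.22, and the metchnikowin gene Mtk was at 333 and 30.1 RPKM in African females and 47.2 and 24.3 in African males. The list's level was 15.1 and 2.23 RPKM (TMM-scaled) in African females and 5.26 and 2.76 in African males. Female replicate 2 thus lay below both male libraries, and only female replicate 1 lay above them. Of 90 ribosomal protein genes, 73 were lower in African males, with 0 passing in either direction (3 lower and 1 higher unadjusted, 0 adjusted over the list alone) and a median of -0.07. The lowest adjusted p was 0.126 in the first list and 0.249 in the second.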

There were also 417 genes with sex-biased expression only in the European population (196 female-biased and 221 male-biased; Figure 4A). Of these, the male-biased genes showed enrichment for the biological process “cellular response to heat” (six genes, *P* = 8.33e^-4^) and the molecular function “endopeptidase inhibitor activity” (nine genes, *P* = 0.0025). 

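CG15742, an X-linked gene, was at 69.2 to 73.6 RPKM in European males and 45.0 to 45.7 in European females, but at 13.7 to 15.4 and 16.5 to 17.3 RPKM in African males and females. The gene sel on 2R was at 61.6 to 63.0 RPKM in European males and 21.7 to 24.3 in European females. Within Europe, 680 genes were male-biased and 185 female-biased by limma, and 221 of these were called neither jointly nor in Africa (166 male-biased and 55 female-biased). The interaction was called only for CG15742 at a log2 value of 0.84 (standard error 0.08, adjusted p = 0.0432) and sel at log2 1.09 (standard error 0.09, adjusted p = 0.0347) among genes called in Europe and not in Africa. Of the 865 genes called in Europe, 812 had the same sign in Africa. The 865 became 439 without a minimum of reads, 561 with at least 100 reads and 340 with a mean of at least 1 RPKM. Without European female replicate 1 there were 7, and without European female replicate 2, European male replicate 1 or European male replicate 2 there were 0.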

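Heat shock genes were higher in European males than European females for 4 of 25 members and lower for 0 by limma (6 and 1 at an unadjusted p under 0.05, 5 and 1 adjusted over the list alone), with a median log2 fold change of 0.33. In Africa 24 of the 25 genes were higher in males, with a median of 0.57, and 0 passed in either direction (13 and 0 unadjusted, 1 and 0 adjusted over the list alone). The list holds Hsp70 copies that share reads, so its members are not separate observations. No heat shock gene passed the interaction test (limma). The interaction of the list as a whole was called by camera with a preset correlation (median -0.32, adjusted p = 0.00423; adjusted p = 0.625 with an estimated correlation).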

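The gene wbl, also listed as CG7225, acts in patterning of the embryo and was at low levels, 0.979 ± 1.06 RPKM in males and 0.464 ± 0.568 in females (SD, n = 4). Its log2 male to female value was -1.99 (adjusted p = 0.265) within Africa and log2 3.45 (adjusted p = 0.0141) within Europe. CG31643 was at -0.31 within Africa and 0.40 within Europe, and CG17018, now Marf1, at -0.56 and 0.41. Both were lower in males in Africa and higher in males in Europe, without passing the one-factor limma test in either. The interaction did not pass for any of the 3 genes, with the lowest adjusted p = 0.156 for wbl. Over all genes, 19 were called in the same direction in both populations (2.49 expected) and 0 in opposite directions.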

We also found three genes of unknown function (*CG7225*, *CG31643*, and *CG17018*) that showed conflicting sex bias between the populations (all were male-biased in Africa, but female-biased in Europe).

**Figure 4:**
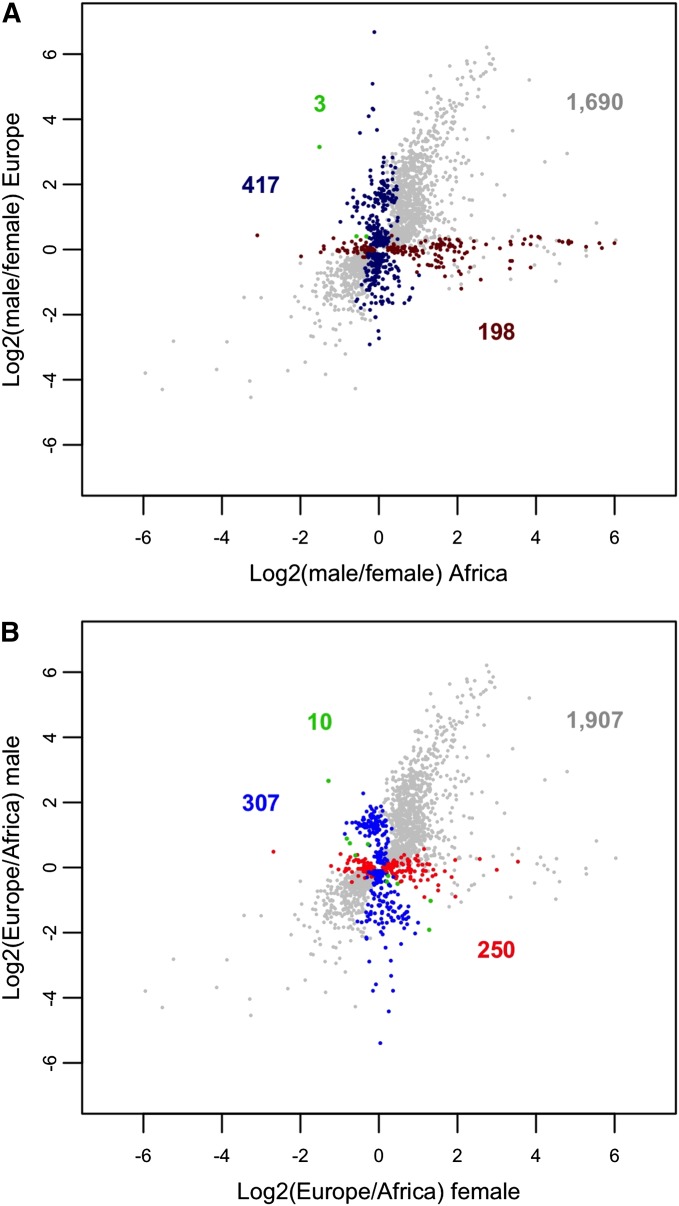
Expression differences by sex and population. (A) Gray points indicate genes with significantly sex-biased expression in the combined analysis of both populations. Dark blue points indicate genes that were sex-biased only in the European population, whereas dark red points indicate genes that were sex-biased only in the African population. Green points indicate genes with conflicting sex bias between the two populations. The number of genes in each category is shown in the corresponding color. (B) Gray points indicate genes with significantly population-biased expression in the combined analysis of both sexes. Blue points indicate genes that were population-biased only in males, while red points indicate genes that were population-biased only in females. Green points indicate genes with conflicting population bias between the two sexes. The number of genes in each category is shown in the corresponding color.

There were 2474 genes that differed in expression between the populations in the combined analysis of both sexes. In addition to these, we found 250 genes with population-biased expression that was limited to females (138 Africa-biased and 112 Europe-biased; Figure 4B). Among these genes, those with an African bias showed enrichment for the biological processes “response to stimulus” (53 genes, *P* = 0.0061) and “response to chemical” (26 genes, *P* = 0.0065). 

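Desat2, which encodes a desaturase of cuticular hydrocarbons, was among the genes called in females only. It was at 2.04 to 3.43 RPKM in African females and 0.151 to 0.19 in European females. Within females 140 genes were higher in Europe and 69 in Africa by limma, and 17 of these were called neither jointly nor in males (12 higher in Europe and 5 in Africa). Of the 209 genes, 206 had the same sign in males, and the interaction was called for 1 of those not called in males. The count depended on the settings, with 11 genes without a minimum of reads, 360 with at least 100 reads, 103 with a pseudocount of 0.01, 480 with voom and 9 with the replicate number as a block. When any single female library was left out it was 0.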

We also found 307 genes with population-biased expression that was limited to males (153 Africa-biased and 154 Europe-biased; Figure 4B). These genes did not show any enrichment of GO terms. 

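Jon65Ai, which encodes a digestive protease, was at 116 to 136 RPKM in African males and 1.40 to 1.50 in European males. Of the 37 midgut digestive enzymes, 8 were higher in African than in European males and 0 lower (13 and 0 adjusted over the list alone, 15 and 2 at an unadjusted p under 0.05). Several genes of this list are near-identical copies and not separate observations. Within males 80 genes were higher in Europe and 60 in Africa by limma, and 19 of these, all higher in Africa, were called neither jointly nor in females. Of the 140 genes, 135 had the same sign in females, and the interaction was called for 4 of those not called in females. With the replicate number as a block, 214 genes passed within males, 98 higher in Europe and 116 in Africa. Without a minimum of reads 27 passed, without African male replicate 1 88 (48 and 40), without African male replicate 2 42 (15 and 27), and without either European male library 0.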

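The interaction of sex and population was called for 7 genes by limma. The alpha-amylase genes Amy-d and Amy-p, the protease gene CG18180, Cyp303a1 and pnr had a lower ratio of males to females in Europe, and sel and CG15742 a higher one. At an unadjusted p under 0.05, 964 genes passed. The count was 4 with a mean of at least 1 RPKM, 2 without a composition factor and 1 with voom. It was 2 without African female replicate 1, 4 without African male replicate 1, 3 without European male replicate 1, and 0 without African female replicate 2, either European female replicate or European male replicate 2. Of the genes called in females or in males alone, 72 were called in the same direction in both sexes (1.22 expected) and 0 in opposite directions.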

There were an additional 10 genes that differed in their population bias between females and males. Of these, five were Africa-biased in females, but Europe-biased in males (*Btd*, *Cda5*, *CG14291*, *CG14868*, *wbl*) and five were Europe-biased in females, but Africa-biased in males (*5-HT2B*, *aay*, *CG9279*, *CG13800*, *fat-spondin*).

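The biotinidase gene Btnd had a log2 Europe to Africa value of -0.28 in females and 0.73 in males. The chitin deacetylase gene Cda5 was at -0.58 and 0.36, CG14291 (now Sgsh) at -0.85 and 0.89, CG14868 at -0.75 and 0.77, and wbl at -2.35 and 3.09. The serotonin receptor gene 5-HT2B was at 1.43 in females and -1.12 in males, aay at 0.21 and -0.44, CG9279 (now Dred) at 1.54 and -2.08, CG13800 at 0.24 and -0.25, and fat-spondin at 0.49 and -0.49. Each of the 10 genes was therefore lower in Europe in one sex and higher in the other. In the one-factor limma tests the lowest adjusted p was 0.116 in females and 0.0517 in males.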

### Expression breadth of differentially expressed genes

To investigate the tissue specificity of genes expressed differently between sexes or populations, we calculated the statistic *τ*, which ranges from zero (housekeeping gene) to one (highly tissue-specific gene) (Yanai *et al.* 2005; Larracuente *et al.* 2008). This revealed that male-biased genes had greater tissue-specificity than genes without sex-biased expression, while female-biased genes had less (Wilcoxon test, *P* < 0.0001 in both cases) (Table 5). However, the increased tissue specificity of male-biased genes was not attributable to genes that have their highest expression in Malpighian tubule, but instead to genes that have their highest expression in testis (Table 5). 

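Of the 35 testis genes tested, 24 were higher in each of the 4 male libraries than in all 4 female libraries. Over all 12580 genes tested this held for 1011 (8.04%), against 1.43% by chance. The sperm gene loopin-1 was at 1.17 to 16.0 RPKM in the male libraries and 0.0493 to 0.0901 in the female libraries, and Mst98Ca at 0.939 to 11.8 and 0 to 0.116 RPKM. Within Europe 23 of the 35 were higher in males and 0 lower by limma (26 and 1 at an unadjusted p under 0.05, 25 and 1 adjusted over the list alone). Within Africa, where the list's level was 1.37 RPKM in male replicate 1 and 0.58 in male replicate 2, 0 passed in either direction (21 and 0 unadjusted, 16 and 0 adjusted over the list alone). The interaction of the list was called by camera with a preset correlation (median log2 value 1.52, adjusted p = 5.42e-09; adjusted p = 0.474 with an estimated correlation), and 0 of its genes passed alone. Mean RPKM over the male libraries was above 1 for 24 of the testis genes, and over the female libraries for 2.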

In terms of Malpighian tubule-specific expression, both the sex- and population-biased genes showed a significant excess of narrowly expressed genes with their highest expression in Malpighian tubule relative to non-biased genes (Wilcoxon test, *P* < 0.0001 in all cases). However, such genes represented only a small minority (1–2%) of all genes with sex- or population-biased expression (Table 5).

**Table 5:** Expression breadth of differentially expressed genes

Genes	Number	Median *τ*	Narrow*^a^* (%)	Tubule*^b^* (%)	Testis*^c^* (%)
All	13,689	0.38	2346 (16%)	71 (0.5%)	1219 (8.9%)
Female-biased	905	0.26	72 (8%)	10 (1.1%)	5 (0.6%)
Male-biased	1403	0.61	525 (37%)	16 (1.1%)	446 (32%)
Africa-biased	1230	0.32	141 (11%)	18 (1.5%)	15 (1.2%)
Europe-biased	1244	0.35	164 (13%)	19 (1.5%)	97 (7.8%)

a Genes with narrow expression breadth (*τ* > 0.7).

b Genes with narrow expression breadth and greatest expression in Malpighian tubule.

c Genes with narrow expression breadth and greatest expression in testis.

## Discussion

Although the Malpighian tubule is a somatic tissue shared by females and males, it displays a considerable number of genes that are expressed differentially between the sexes. Of the genes with sufficient expression for statistical analysis, 18.4% differed in expression between the sexes. In contrast, a previous study using the same experimental design found much less sex-biased expression in the brain, where only 0.8% of the genes differed in expression between the sexes (Catalán *et al.* 2012). To better compare the two studies, we re-analyzed the Catalán *et al.* (2012) RNA-seq data using the same genome annotation, mapping software, and statistical methods that we applied to the Malpighian tubule data (see *Materials and Methods*). This led to an increase in the proportion of genes detected as sex-biased in the brain (2.4%), but it was still much lower than in the Malpighian tubules. 

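CG6293, with 37.7 ± 14.4 RPKM in females and 9.89 ± 9.22 in males (SD, n = 4), and Lsp2, a larval storage protein gene at log2 -2.21 (standard error 0.42, adjusted p = 0.0179), were among the female-biased genes with a large difference. PPO1, a prophenoloxidase gene at log2 0.89 (adjusted p = 0.0109), lay just below a 2-fold difference. Of the genes called by limma, 528 male-biased genes (54.4%) and 94 female-biased genes (18.0%) differed by more than 2-fold, 622 in all.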

There were also more genes with highly sex-biased expression in the Malpighian tubules: 848 genes showed greater than a twofold expression difference between the sexes in the Malpighian tubules (130 female-biased and 718 male-biased), whereas only 50 genes showed greater than a twofold expression difference between the sexes in the brain (23 female-biased and 27 male-biased). Thus, despite the conspicuous behavioral differences between females and males (*e.g.*, courtship behavior), there appears to be much less sexually dimorphic gene expression in the brain than in other tissues.

In terms of sex-biased expression, our results are generally concordant with those of a previous microarray study that examined Malpighian tubule expression in males and females of a single laboratory strain (Chintapalli *et al.* 2012), with 42% of the female-biased genes and 58% of the male-biased genes identified in their study showing the same sex bias in ours. Thus, there is compelling evidence that sexual dimorphism in gene expression is maintained in this somatic tissue. Differences between the two studies may be related to differences in the methodologies (microarrays *vs.* RNA-seq) or experimental designs (a single laboratory strain *vs.* pooled strains from two natural populations) that were employed. Consistent with the latter, we found 615 genes for which sex-biased expression was observed in only one of our two populations. This finding suggests that the differences between the studies may reflect natural intraspecific variation in gene expression. Further differences may be attributable to the increased sensitivity that oligonucleotide-based microarrays have to detect isoform-specific expression of transcripts, which was limited in our RNA-seq analysis.

Chintapalli *et al.* (2012) found that the receptors for sex peptide and neuropeptide F showed male-biased expression in the tubule and hypothesized that they might be involved in neuropeptide control and stress response. The latter is supported by a study by Wen *et al.* (2005), who found that interruption of this signaling pathway is linked to increased ethanol tolerance. 

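SPR encodes the receptor for sex peptide, NPFR that for neuropeptide F, and sNPF-R that for short neuropeptide F. SPR was at 15.3 ± 1.84 RPKM in males and 9.77 ± 2.87 in females (SD, n = 4), a log2 fold change of 0.70 (standard error 0.11, adjusted p = 0.0104). NPFR was at 13.2 to 16.4 RPKM in African males and 7.31 to 7.56 in African females, 48.3 and 87.8 in European males, and 51.5 and 47.5 in European females. Its log2 fold change was 0.71 (standard error 0.21, adjusted p = 0.0769) and did not pass, except without European male replicate 1, where the adjusted p was 0.0123. Short neuropeptide F receptor was at 0.209 ± 0.0558 and 0.24 ± 0.0593 RPKM, a log2 fold change of -0.11 (standard error 0.19, adjusted p = 0.754), near the detection limit.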

In our study, we also observed male-biased expression of the sex peptide receptor and neuropeptide F receptor 1, but not of the short neuropeptide F receptor. However, both sex peptide receptor and neuropeptide F receptor 1 also show significantly greater expression in Europe than in Africa, which indicates that the differential expression of the neuropeptide F receptor in the Malpighian tubules (fivefold greater in Europe) might contribute to the observed difference in ethanol tolerance between tropical and temperate flies (David *et al.* 1986).

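NPFR was at 58.8 ± 19.4 RPKM in Europe and 11.1 ± 4.45 in Africa (SD, n = 4), a log2 fold change of 2.34 (standard error 0.21, adjusted p = 0.000932). SPR was at 14.5 ± 2.74 RPKM in Europe and 10.6 ± 3.77 in Africa. Its log2 fold change of 0.41 (standard error 0.11, adjusted p = 0.0545) did not pass in limma, but did at a minimum of 100 reads, with the effect averaged over the sexes (adjusted p = 0.0200), with median-ratio factors (0.0482), without a composition factor (0.0173) and without African male replicate 2 (0.0266).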

Overall, we found that 19.7% of genes differed in their Malpighian tubule expression between a population from the ancestral species range in sub-Saharan Africa and one from the derived species range in Europe. This finding suggests that gene regulation has changed considerably in response to local environmental conditions. Furthermore, because we used a “common garden” experimental design in which flies from both populations were raised under identical conditions for multiple generations prior to RNA extraction, we can assume that the differences in expression have an underlying genetic basis and are not the result of phenotypic plasticity. 

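The genes whose groups stood apart include CAH5, a carbonic anhydrase gene at 103 ± 9.24 RPKM in Africa and 20.2 ± 6.80 in Europe (SD, n = 4), and ninaD, a carotenoid uptake gene at 191 ± 42.0 and 52.2 ± 3.03 RPKM. For 650 of the Europe-biased and 540 of the Africa-biased genes, all 4 libraries of the higher population lay above all 4 of the other. Over all 12580 genes tested, called or not, this held for 991 (7.88%) and 981 (7.80%), against 1.43% by chance in each direction. More than 2-fold differences were found for 226 Europe-biased (27.7%) and 156 Africa-biased genes (22.7%). From the share of genes that differed, the paper proposes that gene regulation has changed considerably with the local environment.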

Several of the genes that were previously identified as showing expression divergence between populations in whole-fly studies were also detected as differing in expression between populations in the Malpighian tubule. These include *Cyp6g1* (2.1-fold overexpression in Europe), *CG10560* (2.4-fold overexpression in Africa), and *CG9509* (1.9-fold overexpression in Europe), all of which show functional and population genetic evidence for recent adaptive evolution (Daborn *et al.* 2002; Catania *et al.* 2004; Aminetzach *et al.* 2005; Magwire *et al.* 2011; Catalán *et al.* 2012; Saminadin-Peter *et al.* 2012; Glaser-Schmitt *et al.* 2013). This suggests that some of the other population-biased genes also may have undergone adaptive regulatory evolution. Thus, our study has revealed new candidate genes for further functional and population genetic analyses. In this context, it is interesting to note the significant enrichment of cytochrome P450 genes among those that differ in expression between the populations (22 Africa-biased and 18 Europe-biased), which may result from selective pressure to detoxify different chemicals encountered in the two environments. 

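Cyp6g1, which confers resistance to insecticides when overexpressed, was at 8378 ± 758 RPKM in Europe and 3774 ± 319 in Africa (SD, n = 4), a log2 fold change of 1.06 (standard error 0.08, adjusted p = 0.000436). CG9509 (now fiz), an oxidoreductase gene tied to body size, was at 928 ± 109.9 and 457 ± 36.1 RPKM, log2 0.93 (standard error 0.07, adjusted p = 0.000433). CG10560, an ecdysteroid kinase-like gene, was at 2155 ± 651 RPKM in Africa and 911 ± 204 in Europe, log2 -1.31 (standard error 0.17, adjusted p = 0.00342). A list of 10 genes held those the paper names as candidates of adaptation or of neuropeptide signaling, and neighbors of CG10560 in the CHKov cluster. Of these 10 genes, 4 were higher in Europe and 2 in Africa by limma (5 and 4 adjusted over the list alone). The paper took several of them, such as Cyp6g1, from earlier studies.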

The cytochrome P450 gene *Cyp6g1*, which confers insecticide resistance when overexpressed, is a well-documented example of such adaptation (Daborn *et al.* 2002; Catania *et al.* 2004).

It is also noteworthy that genes involved in the innate immune response are enriched among those showing population-specific differences in sex-biased expression, with there being an excess of antimicrobial genes with female-biased expression in the African population. 

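DptA was at 946 and 65.5 RPKM in African females and 39.7 and 11.3 in African males, and at 27.5 to 44.4 and 61.7 to 71.6 in European females and males. Over both populations, the drosomycin gene Drs was higher in males at 805 ± 214 RPKM against 309 ± 104 in females (SD, n = 4), log2 1.43 (standard error 0.27, adjusted p = 0.0193), as was Drsl4 at log2 1.41 (adjusted p = 0.0196). They were the 2 of 21 antimicrobial peptide genes called for sex by limma, with 0 higher in females (2 and 0 adjusted over the list alone, 3 and 2 at an unadjusted p under 0.05). The interaction passed for 0 of the 21 genes (0 higher and 1 lower adjusted over the list alone, 1 and 1 unadjusted), and the list as a whole was not called by camera (adjusted p = 0.9).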

The Malpighian tubules are known to play an important role in immune defense (Tzou *et al.* 2002; McGettigan *et al.* 2005) and it was previously shown that immune genes are expressed differently between the sexes in Malpighian tubules (Chintapalli *et al.* 2012), suggesting that females and males face distinct immune challenges. Our results indicate that these immune challenges also may differ between populations and that the innate immune response evolves largely independently in the two sexes.

## Supplementary Material

Supporting Information

# Supplementary material for: Population- and Sex-Biased Gene Expression in the Excretion Organs of Drosophila melanogaster
**Source:** G3 (Bethesda). 2014 Sep 22;4(12):2307–15. doi: 10.1534/g3.114.013417
**Supplement:** Supporting Information

Population- and Sex-Biased Gene Expression in the Excretion Organs of Drosophila melanogaster — Supporting Information 

# Population- and Sex-Biased Gene Expression in the Excretion Organs of *Drosophila melanogaster*

## Supporting Information for Huylmans and Parsch, 2014

**Files in this Data Supplement:**

- Supporting Information - Files S1-S2 and Tables S1-S6 (PDF, 179 KB)
- Table S1 - Number of genes meeting various read-count thresholds. (PDF, 100 KB)
- Table S2 - Number of significant genes detected by different methods. (PDF, 100 KB)
- Table S3 - Over-represented GO terms among female-biased genes. (PDF, 119 KB)
- Table S4 - Over-represented GO terms among male-biased genes. (PDF, 116 KB)
- Table S5 - Over-represented GO terms among Africa-biased genes. (PDF, 118 KB)
- Table S6 - Over-represented GO terms among Europe-biased genes. (PDF, 116 KB)
- File S1 - Tab-delimited text file containing gene ID, mapped read count, RPKM, *P*-value, and FDR for each gene compared between sexes and populations. Populations are abbreviated as "A" (Africa) or "E" (Europe). Sexes are abbreviated as "F" (female) or "M" (male). (.txt, 4 MB)
- File S2 - Excel spreadsheet containing transcript ID, gene ID, mapped read count, RPKM, *P*-value, and FDR for transcript isoforms showing a significant expression difference between sexes (worksheet 1) or populations (worksheet 2). Populations are abbreviated as "A" (Africa) or "E" (Europe). Sexes are abbreviated as "F" (female) or "M" (male). (.xls, 317 KB)

# Supplementary material for: Population- and Sex-Biased Gene Expression in the Excretion Organs of Drosophila melanogaster
**Source:** G3 (Bethesda). 2014 Sep 22;4(12):2307–15. doi: 10.1534/g3.114.013417
**Supplement:** Supporting Information

Table S1 Number of genes meeting various read-count thresholds

Reads	Genes	Sex-biased (female, male)	Population-biased (Africa, Europe)
12	12,547	2,308 (905, 1,403)	2,474 (1,230, 1,244)
20	12,001	2,272 (898, 1,374)	2,459 (1,222, 1,237)
50	10,793	2,098 (858, 1,240)	2,436 (1,206, 1,230)
100	9,785	1,871 (798, 1,073)	2,382 (1,182, 1,200)
150	9,272	1,785 (772, 1,013)	2,340 (1,164, 1,176)

Shown is the total number of genes meeting each read-count threshold, as well as the number of significant sex- and population-biased genes at a FDR of 5%.

# Supplementary material for: Population- and Sex-Biased Gene Expression in the Excretion Organs of Drosophila melanogaster
**Source:** G3 (Bethesda). 2014 Sep 22;4(12):2307–15. doi: 10.1534/g3.114.013417
**Supplement:** Supporting Information

Table S2 Number of significant genes detected by different methods

Bias	DESeq2	edgeR (overlap ^a)	baySeq (overlap ^a)
Sex	2,308	1,249 (85.6%)	557 (98.4%)
Female	905	251 (91.2%)	88 (98.9%)
Male	1,403	998 (84.2%)	469 (98.3%)
Population	2,474	1,015 (87.9%)	496 (97.2%)
Africa	1,230	465 (88.2%)	200 (95.5%)
Europe	1,244	550 (87.6%)	296 (98.3%)

^a Percent overlap with the significant genes detected by DESeq2.

# Supplementary material for: Population- and Sex-Biased Gene Expression in the Excretion Organs of Drosophila melanogaster
**Source:** G3 (Bethesda). 2014 Sep 22;4(12):2307–15. doi: 10.1534/g3.114.013417
**Supplement:** Supporting Information

Table S5 Over-represented GO terms among Africa-biased genes.

Ontology	GO Term	Genes	Adj. <i>P</i>
Molecular function	proton-transporting ATPase activity, rotational mechanism	15	1.7e-06
Molecular function	heme binding	30	7.3e-05
Molecular function	iron ion binding	30	0.002
Molecular function	anion binding	117	0.002
Molecular function	cofactor binding	30	0.01
Molecular function	nucleotide binding	122	0.02
Molecular function	protein kinase activity	40	0.04
Molecular function	oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor	17	0.04
Molecular function	glutathione transferase activity	11	0.04
Cellular component	vacuolar proton-transporting V-type ATPase, V1 domain	9	8.9e-05
Biological process	ATP hydrolysis coupled proton transport	16	7.5e-06
Biological process	carbohydrate metabolic process	48	0.0001
Biological process	male courtship behavior, veined wing generated song production	10	0.001
Biological process	chemical homeostasis	25	0.001
Biological process	negative regulation of signal transduction	35	0.001
Biological process	neuron development	83	0.001
Biological process	regulation of organ morphogenesis	19	0.004
Biological process	glutathione metabolic process	13	0.007
Biological process	regulation of neurogenesis	24	0.01
Biological process	visual perception	11	0.02
Biological process	taxis	43	0.02
Biological process	regulation of transport	24	0.02
Biological process	dorsal/ventral pattern formation	28	0.02
Biological process	detection of visible light	9	0.02
Biological process	regulation of cell morphogenesis	27	0.02
Biological process	cellular response to endogenous stimulus	20	0.02
Biological process	regulation of immune system process	23	0.02
Biological process	regulation of response to external stimulus	10	0.02
Biological process	glycerophospholipid metabolic process	16	0.02
Biological process	cell morphogenesis	78	0.03
Biological process	cellular response to growth factor stimulus	11	0.03
Biological process	cell fate commitment	60	0.03
Biological process	regulation of organ growth	12	0.03
Biological process	pyridine-containing compound metabolic process	8	0.03
Biological process	regulation of G-protein coupled receptor protein signaling pathway	9	0.04
Biological process	cellular biogenic amine metabolic process	9	0.04
Biological process	salivary gland histolysis	17	0.04
Biological process	phototransduction	12	0.04

Biological process	imaginal disc-derived wing morphogenesis	48	0.04
Biological process	enzyme linked receptor protein signaling pathway	28	0.04
Biological process	negative regulation of cell differentiation	22	0.04
Biological process	regulation of BMP signaling pathway	8	0.04
Biological process	fatty acid beta-oxidation	6	0.04
Biological process	protein phosphorylation	38	0.05
Biological process	renal system development	16	0.05
Biological process	morphogenesis of a polarized epithelium	19	0.05

How the deposited data were processed for this re-analysis (not part of the article)

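RNA of Malpighian tubules was sequenced from adult females and males of an African (Zimbabwe) and a European (Netherlands) population of D. melanogaster, in 8 libraries with 2 biological replicates per sex and population. The authors mapped single-end reads with NextGenMap to the FlyBase transcriptome, including noncoding RNAs, assigned a read that mapped to any isoform to its gene and tested genes with DESeq2 in a model with both factors. The deposited values, 1 file per library, are RPKM of 13942 genes over the longest transcript, scaled by the reads mapped to these genes, without a factor for library composition. It was checked that every value above 0 is a whole number of reads (tolerance 0.01) and that these reads equal those in the part of the paper's File S1 at hand, the first 1187 genes, in all 8 libraries. Of the genes, 13585 were named through their gene ID and 261 through their CG number, and 96 had no match. Chromosome arms are those of the deposited files. No coordinates are given, since the reference at hand is of another genome build than the files.

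Genes with at least 12 reads summed over the libraries were tested (12580). RPKM were divided by TMM factors computed from the reads (trims of 30% and 5%, factors 0.928 to 1.04), 0.1 was added, and log2 values were fitted with limma (linear models, moderated with an intensity trend) and adjusted by Benjamini-Hochberg at 5%. Sex and population were each tested with the other in the model. The interaction was tested in a model with both factors and their product, and one-factor models were fitted within each population and each sex on 4 libraries. Counts in both directions were compared by a two-sided exact binomial test, overlaps by Fisher's exact test, and sizes of bias and chromosome arms by permutation over genes with 100000 resamples. All of these treat genes as independent, which they are not, so their p-values do not measure the spread between libraries. Levels of a gene list are geometric means over its tested members of TMM-scaled RPKM plus 0.1, less 0.1. RPKM of single genes are as deposited, with the SD over the libraries of a group.

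The order of the runs matters for one choice. The first run took the deposited RPKM without a composition factor, and its counts in both directions (936 and 694 for sex, 1523 and 447 for population) had been seen before TMM was fitted. TMM was then made the main scaling because it had been named for the tests, with library size alone as an alternative, before the data were examined. Results under both are given for the main counts and part of the lists, but not for every value that differs. The tests had been planned on counts, and the planned test was not run. The files hold RPKM, but reads could be worked back from them, so the form of the files alone does not account for this. Instead limma was run on log2 RPKM, and voom on the reads worked back was added after the files had been seen. The choice affects some results. Of the 100 most male-biased genes, 4 were population-biased with limma and 72 to 78 with the voom fits. The comparisons, gene lists, rule for named genes and first alternatives were all set before the data were examined, except that the values in Tables 2 and 4 and in the part of File S1 had been seen. The genes named were those the paper names, the 10 with the largest change in each direction among genes that passed and whose groups of 4 libraries did not overlap, the 5 with the smallest adjusted p in each direction for the interaction and each one-factor test, and up to 4 per gene list with the smallest adjusted p.

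There were 28 gene lists, tested for sex, population and interaction with camera (84 tests, Benjamini-Hochberg over all) at a preset correlation of 0.01. They cover V-ATPase and ATP synthase subunits, cytochrome P450, glutathione S-transferases, UDP-glycosyltransferases, glycolysis, fatty acid beta-oxidation, heat shock proteins, antimicrobial peptides and peptidoglycan recognition proteins. Also covered are ribosomal proteins, cell division, ommochrome pigment, sex determination, principal and stellate cells, photoreceptors, and the paper's candidate genes with neighbors of CG10560. The rest are markers of testis, Y-linked fertility, accessory gland, ovary, fat body, oenocytes, midgut, muscle, neurons and hemocytes. With the preset correlation 14 lists were called for sex, 7 for population and 5 for the interaction, and with an estimated correlation 0, 0 and 0 (lowest adjusted p = 0.436). Names without a match in the files, such as roX1, roX2, kl-3, kl-5 and vas, were left out. Hsp70 copies share reads and several midgut enzyme genes are near-identical copies, so members of these lists are not separate observations.

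The paper says that RNA extraction and library preparation ran in parallel to keep batches out, and the labels name no batch. Whether replicates of the same number were collected together is not stated. Across the 9785 genes with at least 100 reads, the differences between replicate 1 and replicate 2 were correlated between the 4 groups (6 correlations across genes, 0.137 to 0.468), so the replicate number was also fitted as a block, as an alternative. Precision was tested on simulated reads with the libraries' own depth and each gene's own share of the reads, at a dispersion of 0.02 for every gene rather than the spread seen here. The changed genes had at least 100 reads. Of 67 given a 1.5-fold sex difference 25 were recovered (37.3%), of 67 given a 2-fold difference 63 (94.0%), and of 66 given a 4-fold difference 66, and 7 of 161 calls were false (4.35%). When 30 abundant genes were made to take a large share of the reads in simulated libraries, 8058 unchanged genes were called without a composition factor and 0 with TMM. Alternatives were no minimum of reads, at least 100 reads, the replicate block, effects averaged in a model with interaction, median-ratio factors, no factor, leaving out each library in turn, and, chosen after seeing the files, pseudocounts of 0.01 and 1, a mean of at least 1 RPKM, and voom with TMM, median-ratio or no factor. Tests of edgeR and DESeq2 were not run. Transcripts, gene ontology terms, tissue specificity and comparisons with other studies could not be repeated from the deposited gene values and were left out. The computations used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.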

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

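The scale on which levels of gene lists were compared between libraries was chosen only after the levels had been seen. The tests of testis and accessory gland RNA were chosen after the counts of calls had been seen, with their bounds set before the levels they measure. In groups of 4 libraries a level stood out when its gap to the nearest other library, relative to the group's range, was above Dixon's 95% critical value. Of 112 groups examined, 5 met this, and chance gives 5.6.

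African male replicate 1 stood out for 3 lists among the 4 male libraries. Its V-ATPase genes were at 40.1 RPKM (TMM-scaled) against 34.1 to 34.3 in the others (ratio 0.961), its antimicrobial peptide genes at 5.26 against 2.76 to 2.95 (ratio 0.898), and its ovary genes at 0.842 against 0.441 to 0.49 (ratio 0.843). Among the European libraries, female replicate 2 had the lowest V-ATPase level, 32.5 against 34.0 to 34.3 (ratio 0.848). European female replicate 1 had accessory gland genes at 0.933 RPKM, whereas the other female libraries were at 0.127 to 0.178 (ratio 0.866).

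The sex effect differed between the populations for 7 genes by the interaction test (limma, adjusted p under 0.05). As the log2 sex effect in Europe minus that in Africa, it was log2 -6.10 (standard error 0.49, adjusted p = 0.0347) for Amy-d, log2 -5.96 (standard error 0.50, adjusted p = 0.0347) for Amy-p, log2 -4.43 (standard error 0.23, adjusted p = 0.00835) for Cyp303a1, log2 -4.34 (standard error 0.31, adjusted p = 0.0281) for pnr and log2 -3.65 (standard error 0.34, adjusted p = 0.0441) for CG18180. For sel it was 1.09 (adjusted p = 0.0347) and for CG15742 0.84 (adjusted p = 0.0432). Amy-p was at 169 to 325 RPKM in African males and 2.94 to 5.14 in the other libraries, and CG18180 at 0.665 to 1.02 in African females and 13.5 to 22.2 elsewhere. The calls rested on few libraries, since 0 to 9 genes passed when single libraries were left out.

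More genes were male-biased than female-biased, and RNA of reproductive organs in male libraries may account for part of this. The testis list had a median log2 male to female value of 3.07, with 24 of 35 members higher in all 4 male than in all 4 female libraries. The accessory gland list had a median of 2.27. Both medians lie above the bound of 1 set before they were measured. The paper's values for Mst84Db, S-Lap1 and Met75Ca, members of these lists, had been seen by then, so passing the bound is not independent support. Their most abundant members, such as Met75Ca and S-Lap1, reached 88.5 and 8.79 RPKM on average in males. In females 2 of the testis genes and 6 of the accessory gland genes had a mean above 1 RPKM, and no sort or gate was part of the dissection. Without the listed genes 937 male-biased and 502 female-biased genes were left, but a list holds only a part of an organ's genes, so RNA of other organs stays open as a part or the whole of the excess. Expression of these genes in the tubule itself was not tested and stays open, as does a difference between male and female tubules.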

How the results depend on the processing

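Most alternatives were set with the comparisons. The pseudocounts of 0.01 and 1, the mean of at least 1 RPKM, the 3 voom fits and the blocked gene list tests were chosen only after the files or results had been seen, and the alternatives for the chromosome results were not set in advance either. TMM replaced the deposited RPKM as the main scaling after counts under the latter had been seen (936 and 694 for sex, 1523 and 447 for population). The planned edgeR and DESeq2 tests and their filter were not run, and median-ratio factors stand in for the planned size factors. Where a cause is not given, the cause was not tested.

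Of the results that answer a comparison, under all alternatives together, 310 values stayed the same by the rule used. For counts this means within 1.5 times of the main value, and for tests the same direction and side of the threshold. The rest were 55 counts that moved by more than 1.5 times, 14 tests that changed direction, 17 that newly passed and 10 that no longer passed. The excess of male-biased genes, the larger size of male bias, the excess of P450 genes among population-biased genes, the excess overlap of both calls and the enrichment of female-biased genes on the X held under every alternative run. Of 1309 values of named genes, 1247 kept their side, 42 no longer passed (19 of them with a library left out), 19 newly passed and 1 changed sign, sNPF-R, whose log2 male to female value ranged from -0.23 without European female replicate 2 to 0.0045 without European female replicate 1.

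With 1 library left out there were 646 to 1348 sex-biased genes, with counts beyond 1.5 times lower without African female replicate 1 (961) and each European library (813, 646, 776 and 727). The genes with both calls numbered 115 to 279 and went beyond 1.5 times lower without African female replicates 1 (163) and 2 (197), African male replicate 2 (187) and each European library (135, 115, 134 and 120), and beyond 1.5 times higher with the 3 voom fits (473, 471 and 553). There were 776 to 1424 population-biased genes, with the same drop for European libraries (891, 776, 872 and 896). The interaction gave 0 to 9 genes, 2 without African female replicate 1, 4 without African male replicate 1, 3 without European male replicate 1 and 0 without African female replicate 2, either European female replicate or European male replicate 2. Within Africa 0 to 61 genes passed, within Europe 0 to 906, within females 0 to 214 and within males 0 to 150. When the library left out was one the test uses, 0 passed within Africa and within females, 7 within Europe without European female replicate 1 and 0 without the others, and within males 88 without African male replicate 1, 42 without African male replicate 2 and 0 without the others. In these fits a lone library is assumed to vary like the other groups. Power is also lower in them, so a lower count does not single out the library left out.

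A 2-fold minimum left 622 sex-biased genes by its construction. Without a minimum of reads 12 genes passed within Africa, 439 within Europe, 11 within females and 27 within males. With at least 100 reads, 561 passed within Europe and 360 within females. With a mean of at least 1 RPKM, 4 genes passed for the interaction, 340 within Europe and 331 within females. The pseudocount of 0.01 gave 103 within females. The interaction gave 1 gene with voom, 0 with voom and median-ratio factors, 1 with voom and no factor and 2 with no factor, and population within females gave 480, 480 and 535 with the 3 voom fits. With the replicate block 9 genes passed within females and 214 within males, and the share of Europe-biased genes was 52.6% (exact binomial p = 0.0512). Within males the block gave 98 genes higher in Europe and 116 in Africa, against 80 and 60 without it, and of the 10 most male-biased genes 0 were population-biased, against 1. Among named genes it let fiz pass for sex (adjusted p = 0.0380) and ended the call of PGRP-SC1a for population (adjusted p = 0.0606). In gene list tests it added muscle for population (adjusted p from 0.0702 to 0.00749) and fat body markers for the interaction (0.195 to 0.0276). With an estimated correlation 0 lists were called for sex, 0 for population and 0 for the interaction.

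The size of population bias turned without a composition factor, with a ratio of Europe to Africa of 0.710 (permutation p = 0.0005), and with voom and no factor 0.822 (permutation p = 0.0115). The scaling shifts every Europe to Africa ratio, and the median log2 value over genes was 0.0849 without a factor and 0.00467 with TMM. The odds ratio of male- against female-biased genes for also being population-biased rose from 1.38 to 2.30 with at least 100 reads (Fisher's exact p = 1.48e-08), 2.31 with a mean of at least 1 RPKM, and 2.15, 2.26 and 2.07 with the 3 voom fits. It no longer passed with averaged effects (1.28, Fisher's exact p = 0.0624) and without a factor (1.17, p = 0.20). With a library left out it was 1.12 to 1.58, and passed only without African female replicate 2 (1.58). Among the 10 most biased genes the difference of male minus female was 9 with voom, 10 with voom and median-ratio factors and 9 with voom and no factor. Among the 100 most biased it was -9 with at least 100 reads, -11 with a pseudocount of 1 and -17 with a mean of at least 1 RPKM, and turned to 57, 59 and 61 with the 3 voom fits. It was -12 to -4 with a library left out, and passed without African female replicate 1 (-10), European female replicate 1 (-10) or 2 (-12), or European male replicate 1 (-9) or 2 (-12). The odds ratio of Europe- against Africa-biased genes for also being sex-biased was 0.957 with at least 100 reads, 0.989 with a pseudocount of 1, 0.871 with a mean of at least 1 RPKM, 0.991 with voom and no factor and 0.881 without a factor. It passed with voom (1.43) and with voom and median-ratio factors (1.47). With a library left out it was 0.897 to 1.48, with 1.48 without African female replicate 2 (Fisher's exact p = 0.0146), and below 1 without African male replicate 1 (0.973) or 2 (0.897).

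The odds ratio for male-biased genes on the X was 0.970 with averaged effects and 0.919 to 1.21 with a library left out, below 1 without African male replicate 2 (0.919). The chi-square for population bias by arm passed with at least 100 reads (13.2, p = 0.0218) and ranged from 4.44 to 20.0 with a library left out, passing without African male replicate 1 (20.0, p = 0.0014) and European male replicate 2 (12.5, p = 0.0287). In simulated reads, differences of 1.5-fold were recovered for 37.3% of genes with at least 100 reads, at a dispersion that was assumed and not estimated from the libraries.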

Differences from the paper's values

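The paper's counts come from DESeq2 and those here from limma, both at a false discovery rate of 5% and at least 12 reads. The paper's own edgeR run calls fewer genes than its DESeq2 run in every class (its Table S2), and its baySeq run fewer still. The counts here lie between those of its DESeq2 and edgeR runs, except for male-biased genes, where the 970 here is below both. Alternatives named first in each case were set before the data were examined. Settings given as added, which are a mean of at least 1 RPKM, other pseudocounts and voom, were chosen after seeing the values. Of the 40 genes of Tables 2 and 4, each voom fit drops 3 from Table 2 and 0 from Table 4, a mean of at least 1 RPKM drops 0 and 6, and the other settings drop 0. Alternatives not named for a value leave it different.

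The paper gives 2308 sex-biased genes, and 1492 were found here. Averaged effects (1600) and no composition factor (1630) come within 1.5 times, as do the added voom fits (1559 with TMM, 1549 with median-ratio factors and 1646 with no factor), chosen after seeing the values and dropping 3 of the paper's called genes. For female-biased genes the paper's value is 905 and the value here 522, and no factor (694) and the added voom fit with no factor (720, chosen after seeing the values, dropping 3) come within. As a percent of the genes tested, the paper's 18.4 stands against 11.9, with averaged effects at 12.7, no factor at 13.0, and the added mean of at least 1 RPKM (12.4, dropping 6) and voom fits (12.3 to 13.1, dropping 3), all chosen after seeing the values. The paper's mean RPKM of female-biased genes is 125 and that here 81.7, with at least 100 reads 89.4, no factor 116.7, without African female replicate 1 99.9 and without African male replicate 2 105.4. The added pseudocount of 0.01 (89.7, dropping 0), mean of at least 1 RPKM (119.8, dropping 6) and voom fits (91.1 to 130.2, dropping 3), chosen after seeing the values, come within too. At 100 reads the paper has 1073 male-biased and 798 female-biased genes, against 663 and 453 here, with no alternative run.

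For population the paper gives 2474 genes and 1503 were found here, with no factor at 1970 and the added voom fits at 1789, 1762 and 2211, chosen after seeing the values and dropping 3. The paper's Europe-biased genes number 1244 and those here 817, with at least 100 reads 873, no factor 1523, and the added voom fits 970, 974 and 1702, chosen after seeing the values and dropping 3. The paper's 1230 Africa-biased genes stand against 686, and no alternative comes within. The paper's percent of genes tested is 19.7 and that here 11.9, with at least 100 reads 15.8, no factor 15.7, and, chosen after seeing the values, the mean of at least 1 RPKM at 18.1 (dropping 6) and voom fits at 14.0 to 17.6 (dropping 3). The paper finds no significant difference between the numbers in the populations, whereas the excess in Europe passed here (exact binomial p = 0.000793) except with the replicate block (p = 0.0512). This test counts genes as independent draws, which they are not, and the share in Europe was 77.3% without a composition factor. At 100 reads the paper's counts fall by 3.9% in Africa and 3.5% in Europe. Here they fell by 2.33% in Africa and rose in Europe, a reduction of -6.85%, when the genes with at least 100 reads were fitted anew. Of the genes called at 12 reads, 636 of the Africa-biased and 746 of the Europe-biased had at least 100 reads, fewer in both.

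The paper's 716 genes biased for both factors stand against 300 here, with only the added voom fit with no factor within 1.5 times (553, chosen after seeing the values, dropping 3). The paper's percent of sex-biased genes that are also population-biased is 31 and that here 20.1, with at least 100 reads 25.9, averaged effects 22.2, no factor 24.5 and without African male replicate 1 23.8. Chosen after seeing the values, pseudocounts of 0.01 and 1 (21.2 and 20.9, dropping 0), the mean of at least 1 RPKM (30.8, dropping 6) and voom (30.3 to 33.6, dropping 3) come within. For male-biased genes the paper's percent is 35 and that here 21.9, with at least 100 reads 32.0, averaged effects 23.5, no factor 25.8 and without African male replicate 1 25.7, and, chosen after seeing the values, a pseudocount of 0.01 (23.5, dropping 0), the mean of at least 1 RPKM (37.8, dropping 6) and voom (35.8 to 40.5, dropping 3). The paper's percent of Europe-biased genes also sex-biased is 31 and that here 20.1, with the replicate block 20.7, averaged effects 25.0, without African female replicate 2 20.8, and voom, chosen after seeing the values, 25.0 to 30.1 (dropping 3). The paper calls Europe-biased genes more often sex-biased than Africa-biased genes, and here the shares did not differ (p = 0.948) except with voom with TMM or median-ratio factors and without African female replicate 2. Of the 10 most male-biased genes the paper finds 9 with population bias and 1 was found here, against 10 with each voom fit, chosen after seeing the values and dropping 3. Of the 100 most male-biased the paper finds 45 and 4 were found here, and no alternative comes within, since voom gives 72 to 78.

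The paper's 40 population-biased P450 genes stand against 24, with at least 100 reads 28, the replicate block 29, averaged effects 27 and the voom fits 30, chosen after seeing the values and dropping 3. Of these the paper's 22 are Africa-biased against 11, and the voom fits with TMM and median-ratio factors give 15, chosen after seeing the values and dropping 3. The paper's genes biased only in Africa number 198 (68 female-biased and 130 male-biased), against 34 (0 and 34), and no alternative comes within. Only in Europe the paper has 417 genes, against 221, with the replicate block 392, without African female replicate 1 318, without African male replicate 1 327 and with a pseudocount of 1 283, chosen after seeing the values and dropping 0. The paper's 196 female-biased genes among them stand against 55, and against 143 with the block. The paper has 250 genes population-biased only in females (138 in Africa and 112 in Europe) and 307 only in males (153 in Africa and 154 in Europe). Here there were 17 (5 and 12) and 19 (19 and 0), and no alternative comes within. The paper's 10 genes with opposite population bias in the sexes and 3 with opposite sex bias in the populations stand against 0 and 0 under every setting, and the interaction passed for 0 of the 12 genes in these sets in any setting. All 10 had the paper's opposite directions here, without passing. For wbl, CG31643 and CG17018, which the paper finds male-biased in Africa and female-biased in Europe, the values ran the other way, and the paper lists wbl in one set and as CG7225, the same gene, in the other.

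For single genes, the error is the standard error of the fit here in the setting named. The paper's Tables 2 and 4 give none. The paper's tests used DESeq2, whereas the main values here are limma fits to log2 RPKM with a constant added. That constant draws fold changes of genes at low levels toward 0. It cannot account for values that are larger here than in the paper, such as those of Yp1, Yp2 and Met75Ca. Others, such as those of dhd and Btnd, were smaller here. The estimates come from different methods, so a value outside the error does not by itself show a disagreement. The cause of these differences was not tested. All 40 genes of Tables 2 and 4 passed here with the paper's sign, and 8 of 20 and 5 of 20 lay within this error. For the others the paper's log2 male to female value and that here were, in turn, -5.63 and -7.24 for Yp3, -5.08 and -3.37 for Btnd, -4.12 and -4.80 for Obp99a, -4.11 and -6.29 for Yp2, -2.55 and -6.71 for Yp1, and 4.64 and 6.88 for Met75Ca, and as female to male 5.85 and 4.57 for dhd, with no alternative within the error. They were -4.56 and -5.47 for Fad2, within it without African female replicate 1 (-5.17) or European female replicate 1 (-5.08) and with voom (-5.97 to -5.99, chosen after seeing the values, dropping 3). They were -3.25 and -3.87 for fit, within it without African male replicate 2, European female replicate 1 or European male replicate 2, and with a pseudocount of 1 (-3.19, chosen after seeing the values, dropping 0). For CG3124 they were 5.4 and 4.82, within it without African female replicate 1 or 2 or African male replicate 2 and with voom (6.32 to 6.36, chosen after seeing the values, dropping 3). For CG12860 they were 4.69 and 5.23, within it without African male replicate 1 or any European library, and for CG9016 4.54 and 5.34, within it without African male replicate 1, European female replicate 2 or European male replicate 2. The paper ranks dhd first among female-biased genes, whereas Yp3 had the largest value here.

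The paper's log2 Europe to Africa value and that here were -4.71 and -2.84 for CG6475 (Ugt49B2), -4.5 and -1.93 for CG13889 (Cep290), -3.84 and -4.33 for CG10508, -2.85 and -4.15 for CG10257, -2.73 and -2.38 for Gr61a, -2.64 and -5.52 for CG14110, -2.6 and -3.33 for Gr22a, 4.42 and 5.76 for CG13654, 3.43 and 5.05 for CG12934, 3.4 and 4.07 for ppk5, and 3.39 and 3.87 for CG12951, with no alternative within the error. They were -2.78 and -3.15 for CG15414, within it with no factor (-3.08), without African male replicate 1, European female replicate 2 or European male replicate 2, and with a mean of at least 1 RPKM (-3.14, chosen after seeing the values, dropping 6). For CG11697 (Reepl1) they were 5.58 and 4.50, within it only with a pseudocount of 0.01 (5.94, dropping 0) or voom (5.15 to 5.24, dropping 3), chosen after seeing the values. For CG31157 they were 3.96 and 4.24, within it without African female replicate 1 or 2 or European female replicate 1. For CG10924 (Pepck2) they were 3.45 and 3.29, within it with no factor (3.37), without African male replicate 1 or European female replicate 1, and, chosen after seeing the values, with a pseudocount of 0.01 (3.44, dropping 0) or voom (3.45 to 3.54, dropping 3). The paper ranks CG6475 first among Africa-biased and CG11697 first among Europe-biased genes. Of the genes listed here, CG14110 and CG13654 had the largest values.

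The paper calls NPFR male-biased, and here it had an adjusted p of 0.0769 (limma), passing only without European male replicate 1 (0.0123), with a range of 0.0123 to 0.188 over the alternatives. The paper calls SPR Europe-biased, and here it had an adjusted p of 0.0545. It passed with at least 100 reads (0.0412), averaged effects (0.0200), median-ratio factors (0.0482), no factor (0.0173) and without African male replicate 2 (0.0266), and, chosen after seeing the values, with a mean of at least 1 RPKM (0.0353, dropping 6) and voom (0.0152 to 0.0465, dropping 3), with a range up to 0.123. The male bias of SPR and the Europe bias of NPFR passed here too. The paper names glycolysis among male-biased functions, and 3 of 13 listed genes were higher in males and 1 in females here, with the list not called. It names antimicrobial and ribosomal genes as female-biased in Africa, and 0 of 21 and 0 of 90 passed here, although 15 and 73 were lower in males. The level of the antimicrobial list was above both African male libraries only in African female replicate 1, and below both in replicate 2.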

Other observations

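In this part the comparison with balanced splits of the libraries was chosen only after the result was seen. The tests of spread, effect size and abundant genes were chosen after the counts of calls and their dependence on scaling had been seen, with their bounds set before the values they measure. Female-biased genes were concentrated on the X chromosome. Of the X-linked genes tested 204 of 1987 (10.3%) were female-biased, against 316 of 10493 (3.01%) on the autosomes (Fisher's exact test, two-sided, odds ratio 3.68, p = 2.29e-39), under every alternative run. Genes are not independent draws in this test either. Male-biased genes made up 8.00% on the X and 7.70% on the autosomes (Fisher's exact test, odds ratio 1.04, p = 0.647). Population-biased genes made up 10.7% on the X, 11.0% on 2L, 12.1% on 2R, 12.0% on 3L, 13.0% on 3R and 15.4% on the small chromosome 4 (12 of 78 genes), which did not differ by a permutation test over genes (chi-square 9.42, p = 0.0914).

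Digestive enzymes of the midgut had a higher level in African males than in the other groups, 32.1 and 10.7 RPKM (TMM-scaled). By camera with a preset correlation the list was called for the interaction (median log2 value -3.35, adjusted p = 2.69e-10; adjusted p = 0.436 with an estimated correlation) and for population (median -1.47, adjusted p = 0.00135; adjusted p = 0.642 with an estimated correlation), but not for sex (median 0.69, adjusted p = 0.0831). Members passed alone for the interaction in 2 of 37 cases (Amy-d and Amy-p, 11 adjusted over the list alone) and for population in 1 (LysX, 1 over the list alone), which was higher in Europe against the direction of the list, and 33 of the 37 had a mean above 1 RPKM in females. Testis genes were called for population (median 0.82, adjusted p = 0.00994; adjusted p = 0.773 with an estimated correlation), ribosomal genes for the interaction (median -0.11, adjusted p = 1.65e-07; adjusted p = 0.625 with an estimated correlation) and accessory gland genes likewise (median -1.07, adjusted p = 0.0177; adjusted p = 0.746 with an estimated correlation). The level of the accessory gland genes was 0.933 RPKM in European female replicate 1 and 0.127 to 0.178 in the other female libraries, and the call was not tested without it. The photoreceptor genes lower in Europe were at 0.345 to 0.598 RPKM in Africa and 0.125 to 0.292 in Europe.

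Other lists were not called. For sex these were photoreceptors (3 of 12 higher in males, adjusted p = 0.0642), hemocytes (2 of 10, PPO1 and PPO2, adjusted p = 0.0642), Y-linked fertility genes (0 of 5, 3 unadjusted, adjusted p = 0.0642), neurons (0 of 11, 4 unadjusted, adjusted p = 0.358), muscle (1 of 19, adjusted p = 0.195), oenocytes (adjusted p = 0.136), antimicrobial peptides (adjusted p = 0.483), peptidoglycan recognition proteins (1 of 13 higher in females, adjusted p = 0.389), UDP-glycosyltransferases (adjusted p = 0.995), principal cells (1 higher and 1 lower of 12, adjusted p = 0.473) and stellate cells (1 of 8 higher, adjusted p = 0.267). The list of the paper's candidate genes with neighbors of CG10560 was called for sex by camera (adjusted p = 0.00793, and 0.436 with an estimated correlation). It was not called for population (adjusted p = 0.714). For population, P450 genes (adjusted p = 0.77), glutathione S-transferases (adjusted p = 0.118), antimicrobial peptides (1 of 21, Drsl3, lower in Europe, adjusted p = 0.102), ribosomal proteins (1 of 90 lower, adjusted p = 0.9), glycolysis (1 higher and 1 lower of 13, adjusted p = 0.224), eye pigment (2 of 16 lower, adjusted p = 0.21), sex determination (2 of 12 lower, adjusted p = 0.122), ovary (2 of 33 higher, adjusted p = 0.483) and accessory gland (1 higher and 1 lower of 31, adjusted p = 0.389) were not called. Hemocytes (0 of 10, 1 unadjusted), fat body (0 of 12, 1 unadjusted), oenocytes (0 of 8, 1 unadjusted), muscle (0 of 19, 4 unadjusted) and Y-linked genes (0 of 5, 0 unadjusted) had no member that passed for population by limma.

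Far more genes were called sex-biased within Europe (865) than within Africa (57). A wider spread between African replicates is consistent with this, since the median SD over genes was 0.12 in Africa and 0.10 in Europe, a ratio of 1.20. Larger sex effects in Europe fit as well, with an SD over genes of the log2 male to female value, after the error was taken off, of 0.678 in Europe and 0.568 in Africa, a ratio of 1.19. Both ratios exceed the bound of 1.1 set before they were measured, so both stay open, as does a biological difference between the populations. The testis list was at 2.18 and 2.47 RPKM (TMM-scaled) in European males and 1.37 and 0.58 in African males. Of its 35 genes, 23 were higher in males within Europe and 0 within Africa. Whether RNA of testis adds to the difference in calls was not tested and stays open.

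The share of Europe-biased genes depended on the scaling, 77.3% without a composition factor and 54.4% with TMM. A few abundant genes could take different shares of the reads, and the 50 most abundant took 27.1% to 30.8% of a library. With totals that leave them out, 1090 genes were Europe-biased and 533 Africa-biased (67.2%), which is 44.2% of the way to the TMM value. This is less than the bound set before it was measured, so these genes are argued against as the whole cause. A broad shift of many genes between the populations stays open and was not tested.

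Splits of the libraries do not exclude chance for either count. Of the 35 splits of the libraries into equal groups, 1 gave as many sex-biased genes as the real split (1492, highest other 874, the split by population) and 1 as many population-biased genes (1503, highest other 702, the split by sex). These other splits follow the second factor, and the highest of the rest were 6 and 3. In a split other than the real one, the real difference stays at least in part in the spread, which lowers its calls. The replicate numbers pair the libraries in part, and among the 18 splits that balance replicate number 1, the real one, was as large for each factor. With so few balanced splits no share under 0.05 can be reached. Among all 35 splits, the share of 1 of 35 lies below the bound set beforehand for each factor. Those splits ignore the pairing, and the real difference lowers the calls of the others, so this result does not exclude chance.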
